# A comparative genomic approach using mouse and fruit fly data to discover genes involved in testis function in hymenopterans with a focus on *Nasonia vitripennis*

**DOI:** 10.1186/s12862-021-01825-6

**Published:** 2021-05-19

**Authors:** Charlotte Lécureuil, Sophie Fouchécourt, Rémi Eliautout, Vanessa Guérin, Kevin Hidalgo, Dorian Neutre, Géraldine Roux, Philippe Monget

**Keywords:** Testis, Genes, Phylogeny, Hymenoptera

## Abstract

**Background:**

Spermatogenesis appears to be a relatively well-conserved process even among distantly related animal taxa such as invertebrates and vertebrates. Although Hymenopterans share many characteristics with other organisms, their complex haplodiploid reproduction system is still relatively unknown. However, they serve as a complementary insect model to *Drosophila* for studying functional male fertility. In this study, we used a comparative method combining taxonomic, phenotypic data and gene expression to identify candidate genes that could play a significant role in spermatogenesis in hymenopterans.

**Results:**

Of the 546 mouse genes predominantly or exclusively expressed in the mouse testes, 36% had at least one ortholog in the fruit fly. Of these genes, 68% had at least one ortholog in one of the six hymenopteran species we examined. Based on their gene expression profiles in fruit fly testes, 71 of these genes were hypothesized to play a marked role in testis function. Forty-three of these 71 genes had an ortholog in at least one of the six hymenopteran species examined, and their enriched GO terms were related to the G2/M transition or to cilium organization, assembly, or movement. Second, of the 379 genes putatively involved in male fertility in Drosophila, 224 had at least one ortholog in each of the six Hymenoptera species. Finally, we showed that 199 of these genes were expressed in early pupal testis in *Nasonia vitripennis*; 86 exhibited a high level of expression, and 54 displayed modulated expression during meiosis.

**Conclusions:**

In this study combining phylogenetic and experimental approaches, we highlighted genes that may have a major role in gametogenesis in hymenopterans; an essential prerequisite for further research on functional importance of these genes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12862-021-01825-6.

## Background

The insect order Hymenoptera contains more than 150,000 described species and potentially around 850,000 undescribed species [1, 2]. This taxon includes all wasps, bees, and ants and represents approximately 8% of all described species [3]. Hymenopterans play a fundamental role in virtually all terrestrial ecosystems and make considerable economic contributions (e.g., in the form of biological control and pollination) [4]. Additionally, several wasp and bee species are of tremendous agricultural importance and are key components of global biodiversity: they provide vital ecosystem services to crops and wild plants and are involved in pest control [5, 6].

One of the most distinguishing characteristics of hymenopterans is haplodiploidy, a reproductive system in which diploid females arise from fertilized eggs and haploid males develop from unfertilized eggs [7]. Once a female has successfully mated, she stores the sperm in her spermatheca; consequently, one important factor constraining offspring production and sex ratio is the quantity and quality of sperm that females collect from males [8–10], which will determine the former’s ability to produce daughters in the future (even if female wasps can manipulate the sex ratio of their offspring to a certain degree [11–13]). The number of daughters produced is directly correlated with levels of parasitism by parasitoid wasps and with colony persistence in *Apis mellifera* because both phenomena rely solely on the activity of females. It is important to understand how haploid males produce sperm and to identify the genes involved in this process in order to study functional male fertility in hymenopterans, a group containing many species of agricultural significance.

Spermatozoa are produced during spermatogenesis, which takes place in the testes. Spermatogenesis is a complex multi-phase process—the steps of mitosis, meiosis, and cytodifferentiation follow one another in an environment of shifting intercellular interactions. Spermatogenesis begins with a mitotic proliferation stage during which cytokinesis remains incomplete, leading to the creation of a cyst of interconnected germ cells. In the mammalian testis, germ cells are embedded in the epithelium in concentric layers; in contrast, in insects, germ cells form round spermatogenic cysts (Fig. 1). Meiosis is initiated by the production of primary spermatocytes that will, after DNA replication, undergo meiosis I (reduction division); during this process, homologous chromosomes pair up and the chromatids physically exchange genetic material. It is important to note that, in the fruit fly, there is no recombination, formation of the synaptonemal complex, or formation of chiasmata during spermatogenesis [14], which contrasts with what occurs in other diploid species. More importantly, in haploid male hymenopterans, this first meiotic phase is abortive [15, 16], and chromatid separation and recombination are impossible as males have a single set of chromosomes. In contrast, meiosis II (equational division) is more conventional in insects: the chromatids will be separated, and haploid spermatids will be produced. Then, spermiogenesis occurs, leading to chromatin remodelling and the formation of the flagellated tail.

**Fig. 1:**
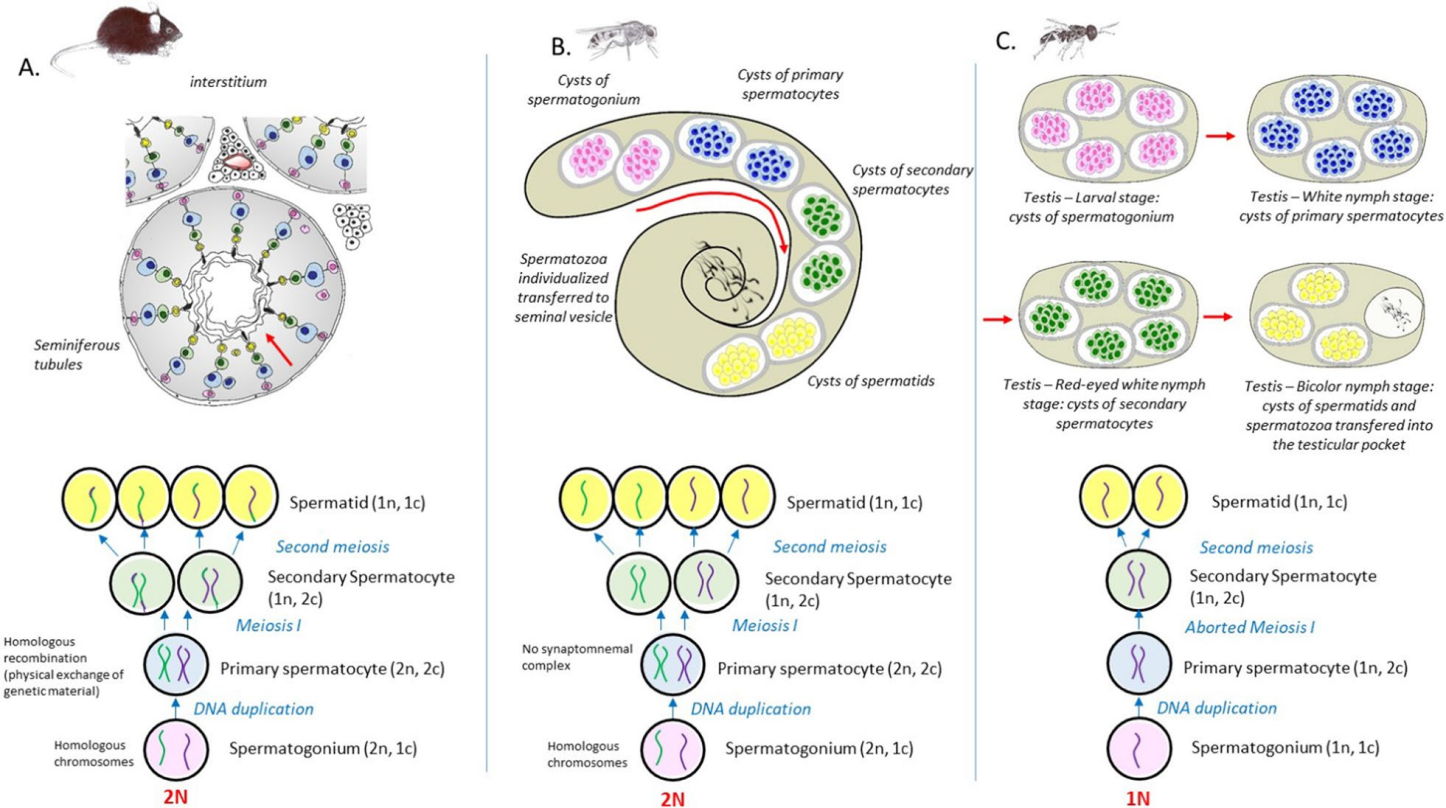
Schematic representation of testicular structure and spermatogenesis in adult mice (**A**), adult *Drosophila* (**B**), and in the various nymph stages of *Nasonia vitripennis* (**C**). Above: The spatial distribution of germ cells during these various stages is taxon specific: seminiferous tubule structure in mice (with the spermatogonia at the base of tubules and the spermatids in the luminal pole; see the red arrow) and cyst structure in the two insects. In *N. vitripennis*, each stage occurs consecutively during pupal development, whereas, in *Drosophila*, the stages occur simultaneously in the testis. Below: the main events occurring during meiosis, from the formation of spermatogonia to the formation of spermatids. The colors correspond to the four differentiation stages of spermatogenesis as follows: pink—spermatogonia (undifferentiated cells); blue—primary spermatocytes (after DNA duplication); green—secondary spermatocytes (after meiosis I); and yellow—spermatids (after meiosis II). In contrast to what occurs in the mouse, there is no recombination between homologous chromosomes in *Drosophila* (diploid) during meiosis. In *N. vitripennis,* males are haploid. Drawing of organisms © Eric Imbert/IRBI CNRS/Université de Tours

Many genes are involved in the formation of mature spermatozoa. Based on microarray studies in mice (*Mus musculus*), more than 2,300 genes were found to be predominantly expressed in male meiotic and post-meiotic germ cells [17]. Moreover, several of these genes have been conserved through the course of evolution [18–20]. Across a large evolutionary scale, several genes have homologs that display similar testicular expression profiles [18]. In addition, experiments on model species such as mice, fruit flies, and worms have revealed the genes’ roles in regulating spermatogenesis [21].

In a previous study, we performed a phylogenetic meta-analysis of functional data from the fruit fly (*Drosophila melanogaster*) to identify genes with high expression levels in vertebrates (mice, zebrafish, and chicken), and we found that the expression of these genes was highly conserved in the testis (81%) [22]. Moreover, we showed there was a positive relationship between the genes’ functional relevance and levels of testicular expression. Here, our study is an approach without any a priori hypothesis concerning the gene functions that would be highlighted with such an approach, in which we aimed to use the abundant data available for model species to identify genes of importance for sperm production in hymenopterans. Candidate genes were identified based on information on gene expression and mutant phenotypes for mice and *Drosophila* that is found in major databases (i.e., Ensembl, Unigene, and FlyBase). We based our study on two approaches. First, we focused on genes that are predominantly expressed in the mouse testis, based on the hypothesis that high expression levels may reveal functional relevance; we subsequently searched for orthologs in the fruit fly (*D. melanogaster*) and in six hymenopterans (*Apis mellifera*, *Atta cephalotes*, *Bombus terrestris*, *Bombus impatiens*, *Nasonia vitripennis*, and *Solenopsis invicta*) (Figs. 2 and 3). Second, we used a list of fruit fly genes known to be involved in male reproduction to identify orthologs in the six hymenopterans (Fig. 2). We then used *N. vitripennis* as a representative hymenopteran species and evaluated the testicular expression profiles of some of the candidate genes.

**Fig. 2:**
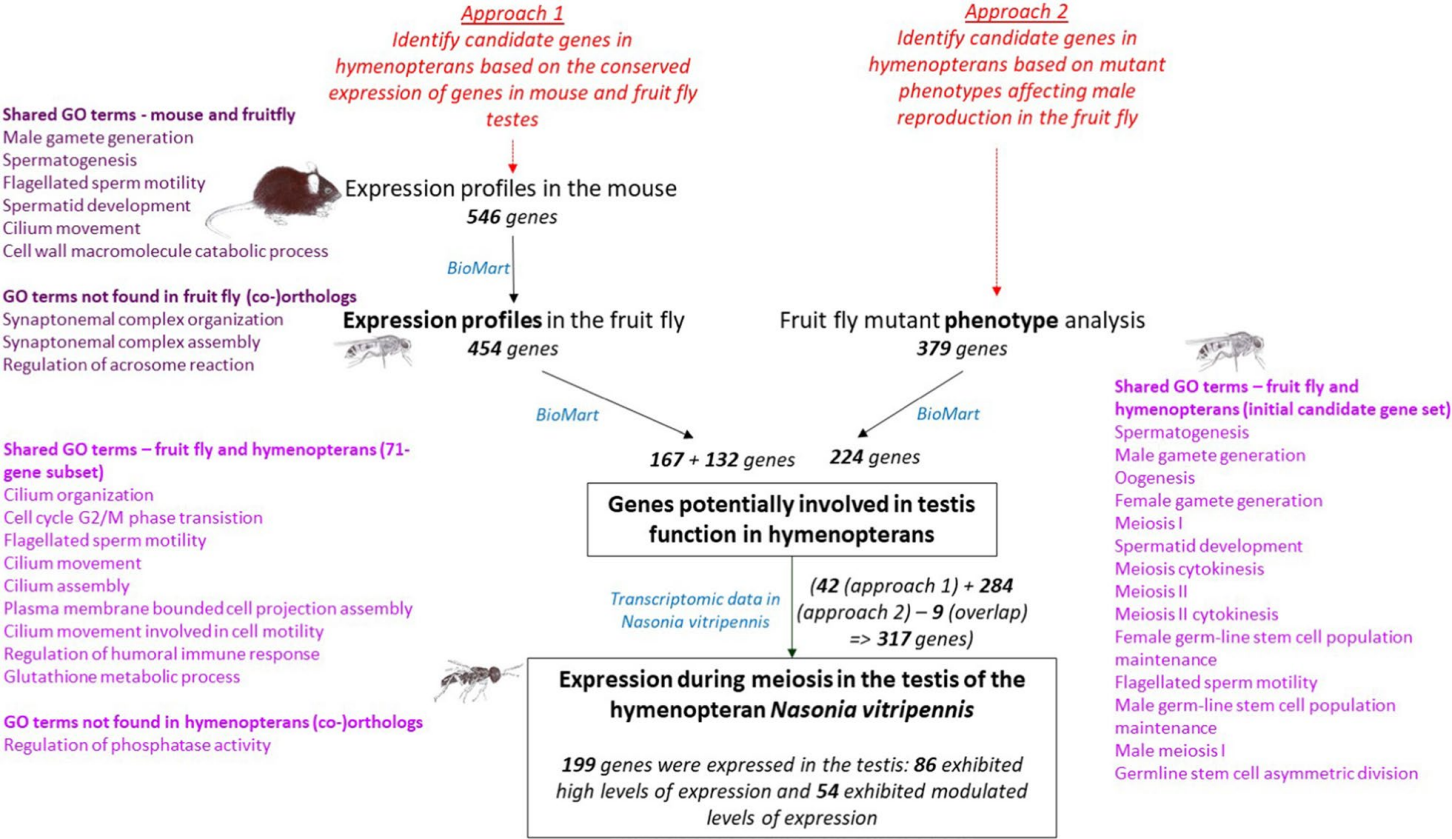
The two methodological approaches used to search for candidate genes involved in testis function in hymenopterans, with a focus on *Nasonia vitripennis*. GO terms for each gene list are provided (purple for the mouse and pink for the fruit fly). The numbers are in bold in the text. Drawing of organisms © Eric Imbert/IRBI CNRS/Université de Tours

**Fig. 3:**
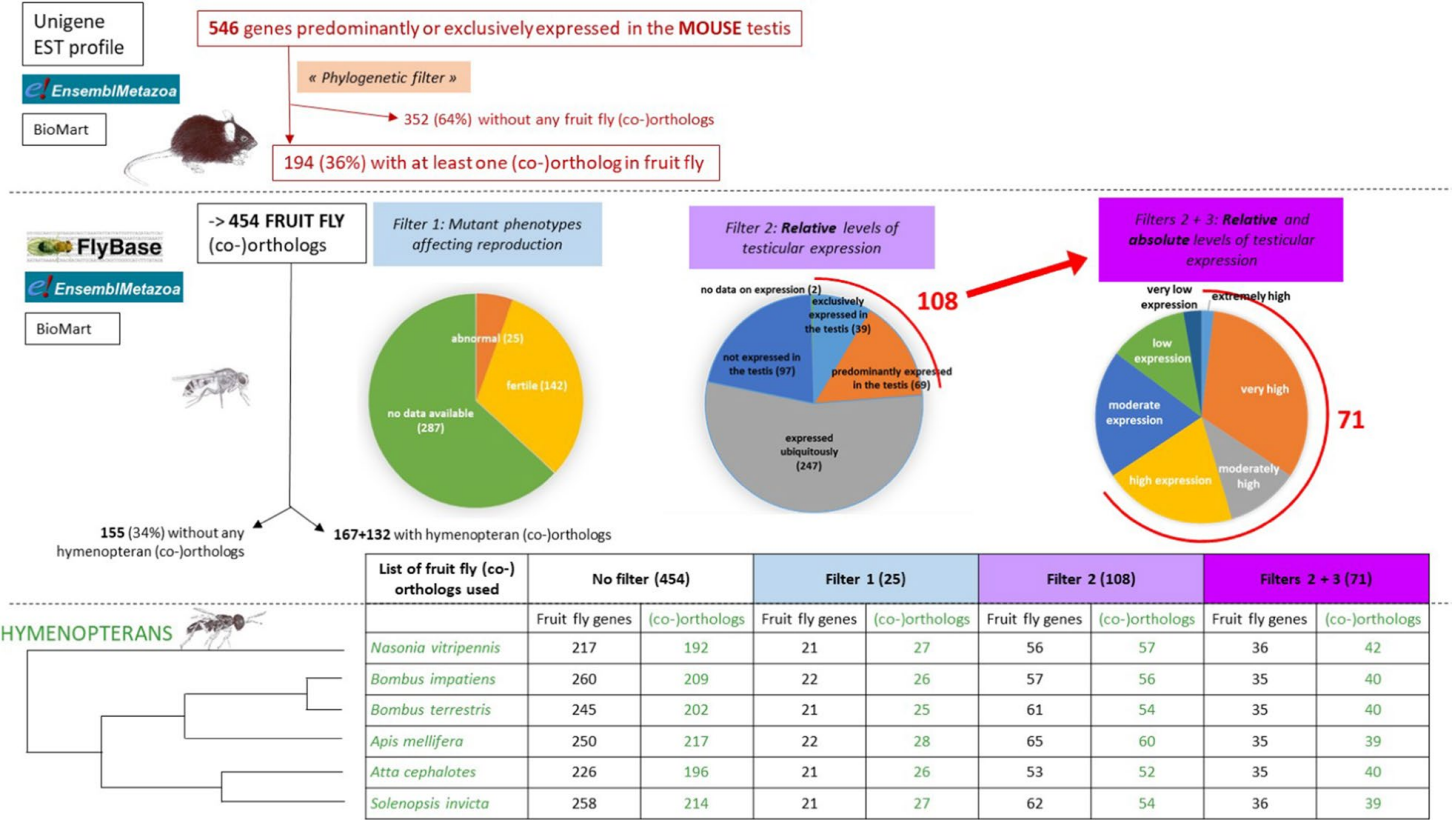
Schematic description of approach 1, which identified candidate genes based on high relative levels of testicular expression. Of the **546** mouse genes that were highly expressed in the testis, **454** fruit fly orthologs were found using the BioMart tool in Ensembl Metazoa (“Phylogenetic filter”). We applied three filters (filter 1: mutant phenotypes; filter 2: relative levels of testicular expression; filter 3: absolute levels of testicular expression for genes identified via filter 2) to the information in FlyBase to identify reproductive genes in *Drosophila*. Then, orthologs in hymenopterans were identified using the BioMart tool in Ensembl Metazoa and the various sets of fruit fly genes: the initial set of **454** genes and the subsets of **25** (filter 1), **108** (filter 2), and **71** genes (filters 2 + 3). The numbers are in bold in the text. The mouse data are in red, the fruit fly data are in black, and the hymenopteran data are in green. Drawing of organisms © Eric Imbert/IRBI CNRS/Université de Tours

## Results

### Approach 1: Identification of candidate genes in hymenopterans based on the conserved expression of genes in mouse and fruit fly testes

We identified **546** genes predominantly or exclusively expressed in the mouse testis using the EST profiles on the NCBI UniGene website (Additional file 1: Table S1), as described in the Materials & Methods. In the resulting list of mouse genes, 90% of the enriched GO biological process terms were associated with gametogenesis, which makes sense given the genes’ testis-specific expression (9 of the 10 GO terms were specifically related to reproduction; Additional file 1: Table S2). Among these **546** mouse genes, **194** (36%) had at least one ortholog in the fruit fly (Fig. 3), for a total of **454** fruit fly orthologs (Additional file 1: Table S3), based on the results of BioMart data mining. As a result, we found that 64% (352 genes; Fig. 3) of the genes exclusively expressed in the mouse testis did not have a fruit fly ortholog. Several of these genes had the enriched GO terms “synaptonemal complex organization or assembly” (4/11) and “regulation acrosome reaction” (4/16). Such genes (SYCE3, SYCE1, SYCP1, Hormad1, Spink2, Prss37, Fam170B, and IQCF1) may have appeared after the divergence of non-vertebrates and vertebrates or even after the appearance of mammals. However, other studies have found that a significant proportion of murine genes are absent from the genomes of model organisms like *Drosophila* or *Caenorhabditis* because they have been lost in these specific metazoan lineages [30].

### GO terms and testicular expression of fruit fly orthologs

In the list of the **454** fruit fly genes, numerous enriched GO terms linked to metabolic pathways (glutathione/peptide/fatty acid metabolism) were present (Additional file 1: Table S4). Enriched GO terms related to gametogenesis (e.g., flagellated sperm motility, cilium organization) were also present (10%) but not predominant (Fig. 4). As orthologs can be linked to various non-reproductive functions, we targeted reproductive genes using three categories of FlyBase data as “filters”: data on (1) mutant phenotypes, (2) the relative levels of testicular expression (i.e., compared to other tissues), and (3) the absolute levels of testicular expression (see the pie chart in Fig. 3).

**Fig. 4:**
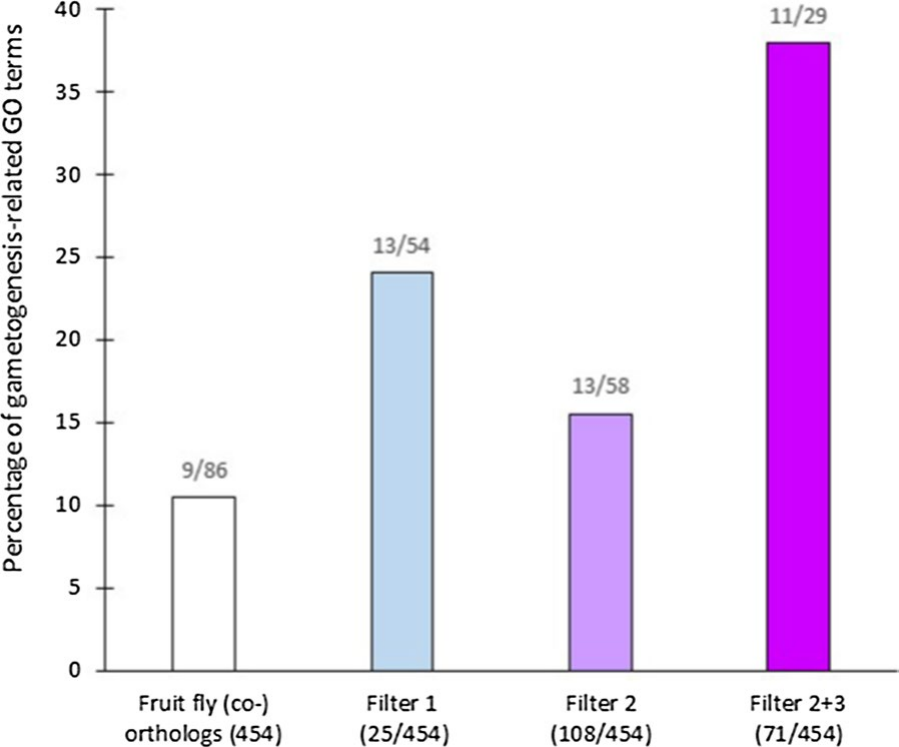
The percentage of gametogenesis-related GO terms among the GO terms with significant representation (p < 0.05) among the initial set of 454 *Drosophila* orthologs (gray) and the post-filtering subsets of genes; the absolute numbers are above the bars. Color coding: light purple—mutant phenotype filter (filter 1, **25** genes); intermediate purple—filter based on relative levels of testicular expression (filter 2, **108** genes); and dark purple—filter based on relative and absolute levels of testicular expression (filters 2 + 3, **71** genes). As we applied the successive filters, the GO terms were progressively enriched with terms related to gametogenesis

With regards to mutant phenotypes, male reproductive data were only available for 167 of the **454** genes. In the case of 142 of the genes, mutant fruit flies remained fertile (Additional file 1: Table S3: column H). However, in the case of the other 25 genes, mutations result in sterility (alphaTub84B, Ance, aub, blanks, bol, chic, ctp, CycB, CycD, fabp, hrg, klhl10, loqs, mael, mip120, mod, Ntl, PDZ-GEF, Pen, Ran, Sas-4, sfl, spn-E, TTLL3B, and tud). For these 25 genes, enriched GO Terms related to gametogenesis (e.g., spermatogenesis, oogenesis, female and male gamete generation) were predominant (24%) and were represented at a level that was 2.5 fold higher than the level seen in the whole list of **454** genes (13 of the 54 GO terms were specifically related to reproduction; Fig. 4 and Additional file 1: Table S5).

With regards to relative testicular expression, **108** of the **454** fruit fly orthologs exhibited expression that was either exclusive to (39) or predominant in (69) the testis compared to in other tissues (see the pie chart in Fig. 3 and Additional file 1: Table S3: column F). Mutations in 10 of these **108** genes cause sterility (aub, blancks, bol, CycB, Klhl10, loqs, mael, Ntl, Pen, and TTLL3B). GO term analysis revealed enrichment (16%; Fig. 4) in terms such as cilium organization/movement/assembly, flagellated sperm motility, and cell cycle G2/M transition (9 of the 58 GO terms were specifically related to reproduction, and they corresponded to 13 of the 108 genes; Additional file 1: Table S6). However, there are also various non-reproductive GO terms with very low P-values. To better pinpoint reproductive genes, we decided to focus on a subset of **71** genes of interest (15.5% of the initial set of **454** genes) that occurred among the **108** genes with marked relative levels of expression. However, these **71** genes stood out because their absolute levels of testicular expression were moderately high to very high (see the pie chart in Fig. 3 and Additional file 1: Table S3: column G). We hypothesized that this filtering choice would result in the selection of genes expressed in the germ cells that are preponderant in the testis (15 are testis specific and 56 are testis predominant). Indeed, these **71** genes had enriched GO terms (38%) related to cilia and flagella (11 of the 29 GO terms were specifically related to reproduction; Fig. 4 and Additional file 1: Table S7). Mutations in eight of these genes cause sterility (blanks, bol, CycB, klhl10, loqs, Ntl, Pen, and TTLL3B). Thus, thanks to the successive filters applied, the GO terms were progressively enriched with terms related to gametogenesis (Fig. 4).

### Hymenopteran orthologs and their expression in the testis and other tissues

Using the Ensembl Metazoa database, we searched for orthologs of the above **454** fruit fly genes in 6 hymenopteran species (*Nasonia vitripennis, Bombus impatiens*, *Bombus terrestris*, *Apis mellifera*, *Atta cephalotes*, and *Solenopsis invicta*) (Additional file 1: Table S3: columns I to N).

Among the **454** fruit fly genes, **155** genes (34%) had no orthologs in any of the hymenopteran species, **167** genes had orthologs in all 6 species, and **132** genes had orthologs in at least one of the six species (Figs. 2 and 3 as well as Additional file 1: Table S3: column O). For example, 217 fruit fly genes (48%) had at least one ortholog in *N. vitripennis*, resulting in a total of 192 orthologs.

Of the **71** fruit fly genes of interest, 26 genes (Additional file 1: Table S3: column O) had no orthologs in any of the hymenopteran species. The other 45 genes had at least one ortholog in at least one hymenopteran species, and their enriched GO terms were related to cilium organization, flagella, or sperm motility. Of these 45 genes, 28 had at least one ortholog in all six hymenopteran species. The other 17 genes had one or more orthologs in at least one of the hymenopteran species. The numbers of fruit fly genes and their orthologs in each of the six hymenopteran species are indicated in Fig. 3. When the focus was placed on *N. vitripennis*, there were 34 fruit fly genes (48%) with at least one ortholog, resulting in a total of **42** orthologs (Additional file 1: Tables S3: column I and S10).

### Approach 2: Identification of candidate genes in hymenopterans based on mutant phenotypes affecting male reproduction in the fruit fly

With the aim of finding additional genes involved in testis function in hymenopterans, we adopted a second approach. As a starting point, we used a list of **379** fruit fly genes known to be involved in male reproduction that we had previously established using FlyBase [22] (Fig. 2 and Additional file 1: Table S8). When we compared this list to the list of **454** genes from approach 1, there was only overlap in 23 genes (6%) (chic, ctp, CycB, klhl10, loqs, mip120, Ntl, Nup153, PDZ-GEF, Pen, piwi, Sas-4, sfl, spn-E, TTLL3B, tud, and mael). One thousand and ten enriched GO terms were found using this second list, and many reproduction-related genes were at the top of the list (Additional file 1: Table S9). Using the BioMart data mining tool, we found that, among these **379** genes, 75 had no orthologs in any of the 6 hymenopteran species, and **224** genes had at least one ortholog in each species (Additional file 1: Table S8: column J). When the focus was placed on *N. vitripennis*, there were 266 fruit fly genes with at least one ortholog, resulting in a total of **284** orthologs (Additional file 1: Tables S8: column D and S10).

Eleven genes known to be involved in meiosis in *N. vitripennis* appeared in our list of candidates: mei-P26 (NV10527), Incenp (NV22871), mip120 (NV11808), cdk1 (NV11863), cyclin B (NV11968), bol (NV13063), mip40 (NV13216), cyclin-A (NV14248), plk-4 (NV14781), plk-2/3 (NV15469), and taf6 (NV18184) [24, 27]. In the second approach, which utilized information on mutant phenotypes in the fruit fly, GO term enrichment analyses revealed 14 N*. vitripennis* genes involved in meiosis that had not been previously described: Rae (NV14833), dia (NV16014), pbl (NV11081), lam (NV11973), Sec8 (NV10567), twe (NV13132), sau (NV13806/NV19204), brun (NV15799), pelo (NV13121), Klp3A (NV11229), east (NV20170), Det (NV10358), Exo84 (NV18587/NV18385), and bol (NV13063). These genes are not necessarily exclusively expressed in the testis. It is for this reason that only cyclin B and bol were detected using both our approaches.

### Characterization of candidate gene expression in *Nasonia vitripennis*

To determine whether the *Drosophila melanogaster* genes displayed the same testicular expression profiles in *N. vitripennis*, we performed qRT-PCR to quantify the expression of five randomly selected genes. The latter were orthologs of fruit fly genes that were predominantly or exclusively expressed in the testis (i.e., part of the **71-**gene subset from approach 1) with an ortholog in each of the 6 species of hymenoptera and for which we could design efficient primers: lebercilin #NV11655, glutathione S-transferase O2 (GstO2) #NV12109, tubulin tyrosine ligase-like 3B (TTLL3B) #NV13119, tektin-1 #NV13124, and axonemal dynein light intermediate polypeptide (Adlip) #NV15130. We examined gene expression profiles in three body parts—the legs, the head, and the testis—at different stages of development representative of different germ cells. Four of the five genes (lebercilin, TTLL3B, tektin-1, and Adlip) displayed marked expression in the testis in *N. vitripennis*. One gene (GstO2) was expressed in the legs and head in addition to the testis (Additional file 2: Figure S1).

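RNA from pooled testes of N. vitripennis was sequenced in 15 libraries, 3 pools (A, B and C) in each of 5 groups. The labels give white nymphs for the pools at 0 h (25 °C) and at 10 h (25 °C and 36 °C), and white nymphs with red eyes for those at 24 h (25 °C and 36 °C). The paper does not say which pools it used, and here the pools at 0 h were taken as the white nymph stage (white nymph pools) and those at 24 h at 25 °C as the red-eyed white nymph stage (red-eyed pools). The labels give 60 testes per pool, whereas the methods give 100 to 120. Libraries were made with a TruSeq RNA kit, which the labels describe as a stranded one, and paired reads came from a HiSeq 2500. The methods state 1040 to 3136 Mbp of sequence per sample, and the values given here use the deposited counts. The total count was 1749769 to 6630161 (median 4332475) for the white nymph pools and 2231479 to 3716748 (median 2556211) for the red-eyed pools. It was 1813941 to 4362798 (median 3177175) at 10 h at 25 °C, 1808085 to 7154421 (median 6629427) at 10 h at 36 °C and 2498166 to 5040703 (median 2640772) at 24 h at 36 °C. The authors mapped the reads to the Nvit_2.1 genome with TopHat2 and counted them per RefSeq transcript, with htseq-count by the methods and with featureCounts 1.6.3 by the submitters' notes. The counts cover 26279 transcripts of 13999 genes. The 4721 genes with several transcripts had a median total of 137 counts over the 15 libraries, against 537 for the 9278 genes with 1 transcript, and the number of transcripts stands beside such a gene where its values are given. From the counts as deposited, the red-eyed and white nymph pools were compared with edgeR's quasi-likelihood test on 7809 transcripts of 7343 genes, with TMM scaling and Benjamini-Hochberg adjustment. Levels are given as CPM (counts scaled by library size and TMM factor), as the mean ± SD of 3 pools. With 3 pools against 3, a permutation of the labels of 1 gene cannot give a p below 0.1, so that each test draws on the spread of all transcripts. Across the 15 libraries, the first principal component held 47.3% of the variance and placed the pools at 0 h between -62.9 and -37, those at 10 h at 25 °C between -16.7 and 23.4 and those at 24 h at 25 °C between 38.7 and 67.1. At 36 °C the pools lay between -56.1 and 32.1 at 10 h and between 6.7 and 40 at 24 h.

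**Figure D1:**
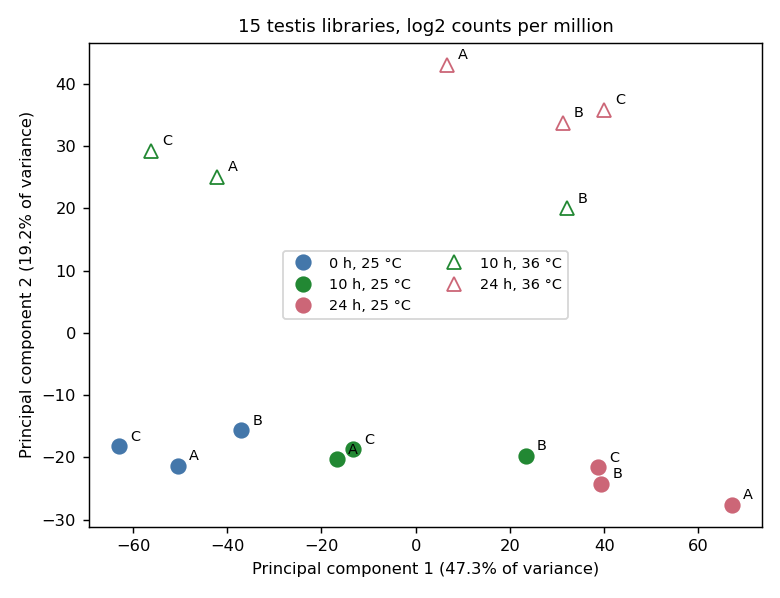
Principal components of log2 CPM over 8807 transcripts in the 15 testis libraries, with the first component (47.3% of the variance) on the horizontal axis and the second (19.2%) on the vertical axis. Circles are pools at 25 °C, open triangles are pools at 36 °C, and the letters give the pool. At 25 °C the pools at 24 h lie to the right of those at 0 h and 10 h, the pools at 36 °C lie above those at 25 °C, and pool B at 10 h and 36 °C lies at 32.1 on the first component, apart from pools A (-42.2) and C (-56.1).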

Finally, to clarify whether the **317** orthologs identified in *N. vitripennis* via the two approaches (approach 1: **42** genes + approach 2: **284** genes – **9** overlapping genes; Fig. 2) were expressed in the species’ testis, we assessed gene expression in a transcriptome of the testis from two early pupal developmental stages that were available in the lab: the white nymph stage and the red-eyed white nymph stage. During these 2 stages, the meiosis process takes place and spermatocytes II are observed in the cysts at the red-eye stage [23]. Although this analysis could not determine whether gene expression was testis specific or not, it could however reveal whether or not the gene was expressed in the testis. 

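Transcripts of cut up (NV13256), a dynein light chain, averaged 5450 CPM, here without TMM scaling, over the 6 libraries of both stages, at percentile 99.9 of the transcripts called expressed. Hsp83 (NV11936), a heat shock chaperone, averaged 3090 CPM (percentile 99.6), and Dnai2 (NV10124), an axonemal dynein chain, averaged 1010 CPM (percentile 97.7). Of the 192 N. vitripennis orthologs in Table S3, 165 had a transcript in the counts, and 78 of these had at least 10 counts in each of the 6 libraries. The share was 13 of 24 for the orthologs kept by filter 1, 20 of 42 for those of filter 2 and 14 of 26 for those of filters 2 and 3. Among the genes the text names, all 4 of spermatid differentiation, all 5 of sperm motility and all 4 of Notch receptor processing reached this level, as did 7 of 9 of oogenesis. For comparison, 59 of 65 genes of oxidative phosphorylation and 14 of 18 genes of recombination and repair reached it, against 5 of 54 cuticle protein genes, 9 of 260 odorant and gustatory receptor genes and 1 of 3 hexamerin genes. In all, 6063 transcripts of 5877 genes were expressed by this criterion. The number of Table S3 orthologs called expressed was 119 with a minimum of 1 count in each library and 40 with a minimum of 100. No threshold for a high level is given in the paper's text, so that levels are given as CPM and percentile, and the list of 317 genes itself was not analysed here.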

We found that **199** of the **317** genes were expressed in the testis during both stages, and **86** genes displayed high or very high absolute levels of testicular expression (Additional file 2: Table S10: column F). Of these **199** genes, **54** displayed modulated expression during meiosis: **22** were upregulated and **32** were downregulated during the first stage. 

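Of 93 tested genes among the Table S3 orthologs, 17 were higher and 18 were lower at the red-eyed stage than at the white nymph stage, and 58 did not pass the test (17 and 18 also when adjusted over the list alone). NV13156 rose in the tested 1 of its 2 transcripts, with a log2 fold change of 1.99 (standard error 0.222, adjusted p = 0.000186 in edgeR), and NV18665 fell, at -1.60 (standard error 0.191, adjusted p = 0.000239 in edgeR). Among orthologs kept by filters 2 and 3, 6 were higher and 4 lower of 16 tested, and the numbers were 6 and 6 of 15 for filter 1 and 6 and 7 of 22 for filter 2. Of 7 tested genes with known roles in meiosis, cyclin B and Cdk1 (NV11863, 2 transcripts) were higher, and 1 of the 3 transcripts of mei-P26 (NV10527) was lower. Adjusted over this list alone, 3 genes were higher, the third being cyclin-A, and 1 was lower. Cdk1, the kinase that drives entry into division, stood at 70.9 CPM at the red-eyed stage and 37.3 CPM at the white nymph stage, a log2 fold change of 0.89 (standard error 0.291, adjusted p = 0.0314 in edgeR). Its call was lost without white nymph pool A (adjusted p = 0.0999 in edgeR) or C (0.116) and without red-eyed pool B (0.0837) or C (0.102). In the whole transcriptome, 1554 of the 7809 transcripts were higher and 1327 were lower at the red-eyed stage. The lower count was 864 without white nymph pool C or without red-eyed pool A and 835 without red-eyed pool B, and with a minimum log2 fold change of 1 there were 1169 higher and 565 lower transcripts. The pools of the stages did not overlap for 4019 transcripts (51.5%), where chance gives 10%. NV12997 fell by 2.73 on the log2 scale (standard error 0.245, adjusted p = 6.69e-05 in edgeR), from 161 ± 47.4 to 24.3 ± 2.98 CPM, and NV17608 fell by 2.78 (standard error 0.342, adjusted p = 0.000377 in edgeR). Transcripts of NV12630, at 0 counts in every white nymph pool, stood at 88.9 ± 8.08 CPM at the red-eyed stage (adjusted p = 3.34e-06 in edgeR). Transcripts of apd-3 (NV14652) stood at 10300, 364 and 456 CPM in red-eyed pools A, B and C, against 0.639, 0 and 0 CPM in the white nymph pools (adjusted p = 0.0216 in edgeR), and this call was lost without any 1 of white nymph pools A, B and C (0.166, 0.0745 and 0.104). Cuticle proteins, a list taken from gene symbols before any test was run, had 12 of 20 transcripts higher and 8 that did not pass (camera adjusted p = 0.0069). With an estimated correlation the camera adjusted p was 0.987, as for every list in this comparison, so that no list passed in this setting. At the preset correlation, 5 of the 10 splits of these libraries into 2 groups of 3, the real one included, gave 3 passing lists. Against the white nymph pools at 10 h in place of those at 0 h, 5 Table S3 orthologs passed in place of 35, and 23 passed without red-eyed pool B.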

Of the 22 upregulated genes, 19 caused infertility in the fruit fly when subject to induced mutations. Some of these genes were enriched in GO terms related to spermatid differentiation: armadillo (NV13691), didum (NV12941), cut up (13,256), and mule (16,259). However, most appeared to be involved in sperm motility: Dnai2 (NV10124), heat (NV10434), dynein (NV14122), Kl5 (NV16259), and dynein (NV16467). 

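Transcripts of all 4 genes were more abundant at the red-eyed stage. Those of armadillo (NV13691), the beta-catenin of the fruit fly, stood at 432 ± 57.7 CPM (SD, n = 3 pools) against 139 ± 41.0 CPM at the white nymph stage, a log2 fold change of 1.62 (standard error 0.224, adjusted p = 0.00038 in edgeR). Transcripts of didum (NV12941), a myosin V, stood at 129 ± 16.6 against 50.8 ± 8.63 CPM, a log2 fold change of 1.33 (standard error 0.184, adjusted p = 0.00038 in edgeR). Those of cut up rose from 3440 ± 402 to 8180 ± 1770 CPM, a log2 fold change of 1.25 (standard error 0.29, adjusted p = 0.00592 in edgeR). Those of mule (NV16259) rose from 621 ± 338 to 1660 ± 222 CPM, a log2 fold change of 1.42 (standard error 0.334, adjusted p = 0.00639 in edgeR). All 4 were also higher when adjusted over the list alone, which is not independent evidence, since the paper chose these genes on the same libraries. Each of the 4 calls held when any 1 pool was left out. Cuticle protein transcripts summed to 2020 CPM in red-eyed pool A, 397 in B and 389 in C, and to 375, 239 and 237 CPM in white nymph pools A, B and C. These sums cover the listed genes only. The list does not hold apd-3, which alone stood at 10300 CPM after TMM scaling in red-eyed pool A.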

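All 5 genes of this group had more transcripts at the red-eyed stage. The largest change was that of the dynein NV16467, from 826 ± 467 to 3540 ± 208 CPM (SD, n = 3 pools), a 4.27-fold difference in the fit (standard error 0.358 on the log2 scale, adjusted p = 0.00109 in edgeR). Transcripts of heat (NV10434) rose from 701 ± 252 to 2290 ± 239 CPM (log2 fold change 1.71, standard error 0.283, adjusted p = 0.00093 in edgeR). The dynein NV14122 had a log2 fold change of 1.33 (standard error 0.285, adjusted p = 0.00381 in edgeR), and Dnai2 rose from 645 ± 199 to 1500 ± 119 CPM (1.22, standard error 0.26, adjusted p = 0.00383 in edgeR). Kl5 carries the same number as mule, NV16259, and is the same transcript. As a group, the 5 genes were higher relative to all others (camera adjusted p = 0.00202), but had an adjusted p = 0.987 with an estimated correlation, as had every list in this comparison. Tested with fry, which compares them with no other genes, they moved on balance upward (adjusted p = 0.0363). The paper chose this list on these libraries, so that its direction is not independent evidence. Among the 20 cuticle protein transcripts, the median log2 fold change was 1.63.

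**Figure D2:**
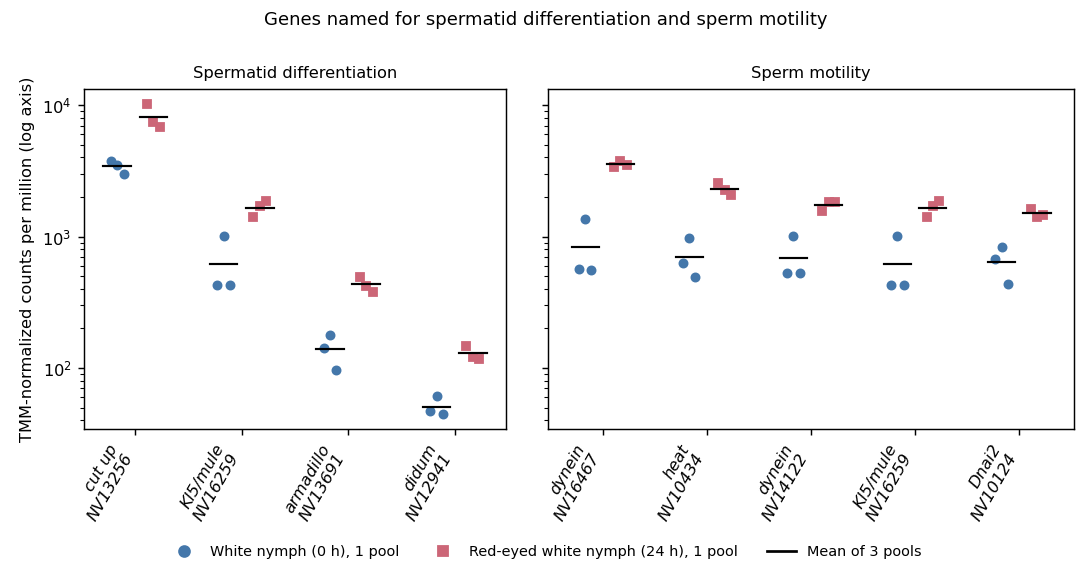
Transcripts of the genes of spermatid differentiation and of sperm motility in each testis pool, in CPM after TMM scaling on a log axis. Blue circles are the 3 white nymph pools, red squares are the 3 red-eyed pools, and black lines are the means of 3 pools. For each gene the mean at the red-eyed stage lies above that at the white nymph stage.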

Levels of mRNA for these genes consistently increased slightly before the relevant processes began. 

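The 9 upregulated genes named in the text with an NV number, klhl10 included, were each higher at the red-eyed stage, and each call held when any 1 pool was left out. Their log2 fold changes ran from 1.22 for Dnai2 to 2.17 for klhl10. The least abundant of them was didum, at percentile 60.6 of the expressed transcripts, and armadillo stood at percentile 86.9. The dyneins NV16467 and NV14122 stood at percentiles 99.2 and 98.2, and heat at 98.7. Against the white nymph pools at 10 h, only 3 of the 9 passed the same edgeR test at 24 h. The white stage holds primary spermatocytes and the red-eyed stage secondary spermatocytes, by the paper's methods. The paper takes the functions of these genes from GO terms and from fruit fly mutants, and places their higher levels shortly ahead of the processes they serve.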

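Genes of oogenesis and of Notch receptor processing had lower values at the red-eyed stage than at the white nymph stage, and 6 of 8 tested genes of the first group and 1 of 4 of the second passed the test. Transcripts of Neb (NV11667, 3 transcripts), a kinesin, fell from 58.3 ± 5.82 to 19.7 ± 8.51 CPM (SD, n = 3 pools), a log2 fold change of -1.57 (standard error 0.295, adjusted p = 0.00193 in edgeR). Those of Lis1 (NV12141), a regulator of dynein, fell from 843 ± 2.84 to 468 ± 45.5 CPM (log2 fold change -0.85, standard error 0.188, adjusted p = 0.00466 in edgeR). Those of Trl (NV15260), the GAGA transcription factor, fell from 161 ± 14.4 to 101 ± 10.6 CPM (adjusted p = 0.00659 in edgeR). Rab11 (NV10199), a GTPase of vesicle traffic with 3 transcripts and 8 to 65 counts, also fell (log2 fold change -1.38, standard error 0.36, adjusted p = 0.0111 in edgeR). The calls of pelo (NV13121; 114 against 176 CPM, adjusted p = 0.0152 in edgeR) and hop (NV16630; 33.7 against 52.6 CPM, adjusted p = 0.0326) were lost without some pools. The call of pelo was lost without white nymph pool C (adjusted p = 0.0508 in edgeR) or red-eyed pool A (0.0651) or B (0.0523), and that of hop was kept only without red-eyed pool B (0.0374). Hsp83 (log2 fold change -0.47, standard error 0.24, adjusted p = 0.148 in edgeR) and asp (NV11703; -0.76, standard error 0.308, adjusted p = 0.0795) did not pass, and Nup154 (NV13560), with 3 transcripts and 2 to 63 counts, was not tested. In the Notch group, carnation (NV16292) fell (log2 fold change -0.61, adjusted p = 0.0242 in edgeR), a call kept only without white nymph pool B (0.00695) and lost without any other pool (0.0647 to 0.104). Garnet (NV11151), ruby (NV13459) and deep orange (NV17240) had log2 fold changes of -0.44, -0.41 and -0.45 (adjusted p = 0.0717, 0.053 and 0.062 in edgeR). Adjusted over the list alone, 7 genes of oogenesis and all 4 of the Notch group were lower, which is not independent evidence, since the paper chose both lists on these libraries. The oogenesis group passed camera (adjusted p = 0.0069), but had an adjusted p = 0.987 with an estimated correlation, as had every list in this comparison. Cuticle protein transcripts moved the other way, and 5 of 22 were higher without white nymph pool B (camera adjusted p = 0.0589), 3 of 26 without white nymph pool C and 7 of 17 without red-eyed pool A.

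**Figure D3:**
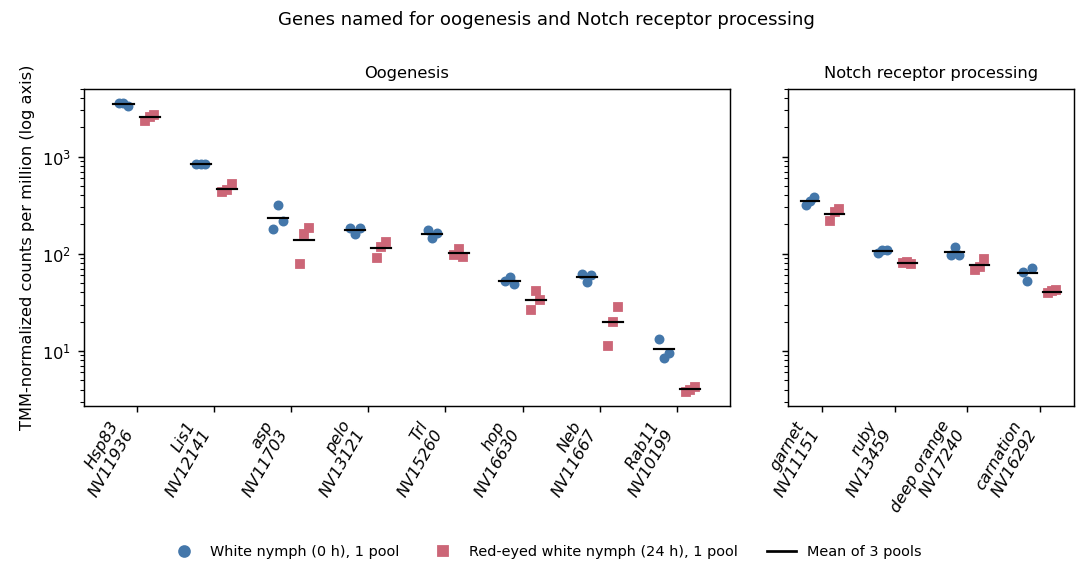
Transcripts of 8 genes of oogenesis and of the 4 genes of Notch receptor processing in each testis pool, in CPM after TMM scaling on a log axis. Blue circles are the 3 white nymph pools, red squares are the 3 red-eyed pools, and black lines are the means of 3 pools. The mean at the red-eyed stage lies below that at the white nymph stage for each gene shown.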

Several of the 32 downregulated genes were enriched in the GO term “oogenesis”—Rab11 (NV10199), hop (NV16630), Nup154 (NV13560), Lis1 (NV12141), Neb (NV11667), Hsp83 (NV11936), pelo (NV13121), asp (NV11703), and Trl (NV15260)—as well as in the GO term “Notch receptor processing”—ruby (NV13459), carnation (NV16292), deep orange (NV17240), and garnet (NV11151). In contrast, 145 were expressed at similar levels during both stages. 

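Several meiosis genes did not pass the test between the stages. Transcripts of Klp3A, a kinesin of the central spindle, stood at 219 ± 33.9 CPM (SD, n = 3 pools) at the red-eyed stage and 219 ± 20.5 CPM at the white nymph stage (standard error of the log2 fold change 0.171, adjusted p = 0.992 in edgeR). Sau (NV13806) had a log2 fold change of 0.18 (standard error 0.196, adjusted p = 0.491 in edgeR), and Exo84 (NV18385) had -0.18 (standard error 0.154, adjusted p = 0.379). Transcripts of plk-4, a kinase of centriole duplication, stood at 358 against 275 CPM (log2 fold change 0.38, adjusted p = 0.214 in edgeR), and those of cyclin-A at 478 against 321 CPM (0.57, adjusted p = 0.0715). Cyclin-A passed without white nymph pool B (adjusted p = 0.00973 in edgeR) or red-eyed pool A (0.0365), and plk-4 passed without white nymph pool B (0.0306). Of 9 further meiosis genes tested, 3 were lower (3 also when adjusted over the list alone) and 6 did not pass. The lower ones included pbl (6 transcripts; 35.6 to 15.8 CPM, adjusted p = 0.0223 in edgeR) and Det (59.6 to 36.3 CPM, adjusted p = 0.0207). The call of pbl was lost without white nymph pool A (adjusted p = 0.104 in edgeR) or red-eyed pool A (0.075) or C (0.089), and that of Det without white nymph pool A (0.0526) or C (0.0775) or red-eyed pool A (0.0926) or B (0.0662). On counts simulated with 100 transcripts changed 2-fold and 100 changed 4-fold, the test recovered 41% and 91% of these. There 138 transcripts passed, against 2881 in the real comparison. The adjustment was thus stricter in the simulation, and these shares are no measure of the test's power on the real counts. A gene that did not pass is not shown to be unchanged.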

As for the 118 genes that were not expressed during early pupal development, it is possible that they are expressed during other developmental stages (larval, late pupal, or adult) that we did not explore in this study.

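Of the 165 Table S3 orthologs with a transcript, 87 did not reach 10 counts in each of the 6 libraries of both stages. Of these, 12 had no count in the 6 libraries, 40 had a highest count below 10, and 35 had 10 or more counts in some of the libraries. Over all 15 libraries, 10 had no count, and 16 of the 87 had at least 10 counts in each pool of another group, at 10 h or at 36 °C. Among the orthologs of filters 2 and 3, 12 of 26 did not reach the level, 4 of them with no count in the 6 libraries, and 3 reached it in another group. Among meiosis genes, dia (5 transcripts) had at most 2 counts, Sec8 (3 transcripts) at most 1, brun (5 transcripts) at most 16 and twe (8 transcripts) at most 19 in any of the 6 libraries. A count of 0 over the 6 libraries allows up to 0.141 CPM of counted reads (3 counts of 21216843), which covers counting error only and is no bound on the level of a gene whose transcripts share reads.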

## Discussion

Past research in hymenopterans has identified genes involved in male reproduction. Some studies have examined the phylogenetic distribution of meiotic genes [24] and the sex-biased expression of genes [25]. Others have identified 156 protein-coding genes expressed solely in the testis [26, 27]. Using two original approaches, we identified additional candidate genes that are likely involved in male reproduction in hymenopterans. We based our first approach on comparisons of conserved gene expression profiles for the testes of the mouse and the fruit fly. In the second approach, we employed information on mutant phenotypes that affect male reproduction in the fruit fly. The limitations of the approach used in this study are mainly due to the availability of data at the genomic, assembly and annotation levels. On the other hand, the richest and most complete databases (mice and Drosophila used in this study) may be phylogenetically quite distant from the species of interest (here Hymenoptera) and may also lead to losses of information during the orthology search. Thus, the approach cannot be exclusive. Nevertheless, by using multiple filters (expression specificity, phenotype after mutation), it can be assumed that the genes found are few in number but well involved in testicular development in the species searched.

The idea guiding our first approach was that certain genes may display conserved testis-specific expression over evolutionary time as a consequence of selection pressure, highlighting the genes’ functional relevance. Our results show that, of the 454 fruit fly orthologs of genes predominantly or exclusively expressed in the mouse testis, 108 genes (24%) were also predominantly or exclusively expressed in the fruit fly testis. This result suggests that specificity in tissue expression can be well conserved between evolutionarily distant species (*Mus* and *Drosophila* diverged 643–850 MYA, according to an estimate from TimeTree [28]). It also indicates that there may be a conserved “signature of testicular expression" in the promoters of these genes. Within the class Insecta, we also showed that four (80%) of the five genes that were predominantly or exclusively expressed in the fruit fly testis had orthologs that were predominantly expressed in the testis of *N. vitripennis*. Nevertheless, these data should be treated with caution due to the low number of genes analysed and low number of biological replicates. MicroRNA (miRNA) may also be involved in the regulation of gene expression in the testis. Indeed, the analysis of the 454 fruit fly orthologs shows that mir-985 may have a regulatory role because it is associated with 92 out of the 2,584 genes in the DroID database (v. 2015). Mir-985 has already been classified as a male-biased miRNA transcript in the fruit fly [29].

We chose to use the fruit fly as the link between the mouse and the hymenopteran species for several reasons. First, currently available tools (the Ensembl toolkit and the Ensembl Metazoa database) cannot be used to directly explore the link between the two latter taxa. Second, a wealth of data is available on testicular gene expression patterns and functional phenotypes in the fruit fly, which can be useful for interpreting the functional results. Orthologs of mouse testis-specific genes can be linked to various non-reproductive functions. For example, the GO term “glutathione metabolic process” was highly enriched across the 454 fruit fly orthologs: 30 of the 47 genes in the total *Drosophila* genome associated with this term were found among these 454 genes. Although our gene list for the mouse contained just one gene, GSTO2 (Mm.63791), that represented this functional category, this single gene had 31 orthologs in the fruit fly. Based on gene expression profiles in the fruit fly, we determined that 28 of these orthologs were ubiquitously expressed or not expressed in the testis. There were three genes that were predominantly expressed in the testis: GstD9 (FBgn0038020), GstO1 (FBgn0035907), and GstE8 (FBgn0063492). The former two genes have at least one ortholog in hymenopterans. Because of the high evolutionary distance between the mouse and the hymenopterans, information about the levels and locations of gene expression in *Drosophila* made it possible to pinpoint the genes involved in reproduction.

Several pieces of information were used in this identification process. Enriched GO terms served as indicators. First, we selected genes that were known to affect male reproduction on the basis of mutant phenotypes (approach 2). While the result was an enrichment of the GO terms related to reproduction (associated with 11 genes), the list was drastically reduced in size, with only 25 genes remaining. This constraint was partly due to the absence of phenotypic information for 36% of the genes. Since the data on tissue expression were more complete, we applied a filter that was based on patterns of predominant or exclusive relative expression in the testis. This strategy excluded fewer genes and lead to the selection of 108 genes (24% of the initial list). Enriched GO terms related to reproduction were associated with 13 of the 108 genes. Additional filtering based on the absolute levels of testicular expression made it possible to further enrich the reproduction-related GO terms (associated with 12 genes) and focus on a subset of 71 genes. This GO-term-based approach was useful. It can be seen that, across all the lists, the GO terms only corresponded to a small proportion of the genes identified. Nevertheless, they were highly helpful as indicators of the term enrichment for a list, which must be considered in its entirety when selecting candidate genes. Using the first approach, we identified a total of 43 candidate genes that may be important in male reproduction in the six hymenopteran species included in our study.

Using our second approach, 379 genes were identified as potentially important in fruitfly because at least one of the mutants identified in flybase exhibited sterility or a reproductive defect in the male. This approach is not exclusive since the absence of a mutant in a database does not necessarily mean that the gene is not involved in male reproduction. The gene may be involved in vital functions before reproduction can be observed or it may not have been mutated in a functional area necessary for reproductive function. We found that 20% (75/383) of fruit fly genes do not have orthologs in any of the six hymenopteran species studied here. These genes were highly enriched in the GO terms “calcium-mediated signaling” (4/37) and “regulation of phosphatase activity” (2/12) but not in any terms related to reproductive processes. This result could suggest that these genes specifically appeared in the fruit fly or that they have been lost in hymenopterans. In any case, 22 of these genes have orthologs in the mollusk *Lottia gigantea*, and 18 have orthologs in the nematode *Caenorhabditis elegans.* The most recent common ancestor of dipterans and hymenopterans occurred about 340 MYA, and the most recent common ancestor of all hymenopteran species dates back to 190 MYA [31].

Only four of the genes were identified during a previous study that established a list of 153 testis-specific genes: TTLLB (NV13119), radial spoke head protein 6 homolog A (NV15436), Cyt-c-d (NV16243), and Ant2 (NV16915) [27]. However, they did not appear to be expressed during our transcriptome analysis. In contrast, we did observe the expression of genes that were on a germ cell-specific list: nudE (NV11388) and nos (NV18258) [27]. It is possible that such genes were not expressed during our transcriptome analyses because they are expressed during other developmental stages that were not explored here.

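Transcripts of Cyt-c-d (NV16243), a cytochrome c, had 5 to 54 counts in each of the 6 libraries for 1 of its 2 transcripts and 0 for the other. The first stood at 13.2 ± 4.92 CPM (SD, n = 3 pools) at the red-eyed stage and 4.41 ± 1.8 CPM at the white nymph stage, a log2 fold change of 1.51 (standard error 0.401, adjusted p = 0.012 in edgeR). This call was lost without red-eyed pool A (adjusted p = 0.0603 in edgeR), and the transcript was below 10 counts in 1 library. TTLLB (NV13119), of the tubulin tyrosine ligase-like family, had 0 counts for its 3 transcripts in all 15 libraries, and radial spoke head protein 6 homolog A (NV15436), a part of the axoneme, had 0 for its 8 transcripts. The locus that Table 1 lists for the primers of TTLL3B carries another number, NV18559, in the counts, so that the 0 holds for the gene model NV13119 and not for that locus. A count of 0 over the 15 libraries allows up to 0.0532 CPM of counted reads (3 counts of 56342331), which is no bound on the level of a gene whose transcripts share reads, and both of these genes have several transcripts. No transcript in the counts carries the number of Ant2 (NV16915), so that it was not analysed here.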

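Transcripts of nos (NV18258), the translational repressor nanos, had 6 to 46 counts in each of the 6 libraries. They stood at 3.49 ± 1.46 CPM (SD, n = 3 pools) at the red-eyed stage and 5.59 ± 0.422 CPM at the white nymph stage, and the difference did not pass (log2 fold change -0.73, standard error 0.413, adjusted p = 0.187 in edgeR). For nudE (NV11388), a dynein regulator, 1 of 3 transcripts had 3 counts in all over the 15 libraries, with at most 1 in any of them, and the others had 0. By the minimum of 10 counts in each library, 0 of the 2 genes were expressed, and with a minimum of 1 count 1 of the 2, nos, was.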

### Identification of highly conserved genes

By employing the two approaches in parallel, we identified nine genes in *N. vitripennis* (described below) that remain highly conserved between the mouse and the insect taxa—the fruit fly and the hymenopterans. These genes play a crucial role in male reproduction since their mutants displayed disrupted fertility and their expression levels were high in the testes of both the fruit fly and the mouse. Although these genes are known to occur in certain other species, this is the first time that they have been described in hymenopterans. Consequently, it would be useful to conduct complementary studies in this group, notably in *N. vitripennis*, a species for which we have only partial data on gene expression during spermatogenesis.

Among these nine genes, we found one gene whose expression was upregulated during meiosis: the kelch-like family member 10 (klhl10) (NV13442), which encodes a protein involved in spermatogenesis in *Drosophila* (FBgn0040038) [32, 33]. 

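Transcripts of klhl10 stood at 2150 ± 461 CPM (SD, n = 3 pools) at the red-eyed stage and 475 ± 155 CPM at the white nymph stage, at percentile 98.3 of the expressed transcripts. The standard error of this log2 fold change of 2.17 was 0.293 (adjusted p = 0.00036 in edgeR). At 10 h at 25 °C, still within the white nymph stage, they stood at 1210 ± 229 CPM against 520 ± 167 CPM at 0 h in that comparison's own scaling (log2 fold change 1.22, standard error 0.257, adjusted p = 0.0343 in edgeR). The call at 10 h was lost without pool C at 0 h (adjusted p = 0.119 in edgeR), without pool B at 10 h (0.148) and in a fit of all 15 libraries (0.226), and the adjusted p was 0.000207 with the replicate block. Of the 9 highly conserved genes, 4 were tested, with 2 higher (klhl10 and cyclin B) and 2 lower (Blanks and Alpha 2 importin) at the red-eyed stage.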

The protein recruits substrates for a testis-specific cullin-3-based E3 ubiquitin ligase complex (FBgn0261268), which is required for caspase activation during the terminal differentiation of spermatids (i.e., individualization) in the fruit fly. 

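Cul-3 (NV11526), the cullin of an E3 ubiquitin ligase, is listed with 5 transcripts. The first had 97 to 339 counts in each of the 6 libraries and stood at 76.4 ± 16.8 CPM (SD, n = 3 pools) at the red-eyed stage and 48.0 ± 4.97 CPM at the white nymph stage, at percentile 51.5. Its log2 fold change was 0.67 (standard error 0.198, adjusted p = 0.0196 in edgeR), and the call was lost without white nymph pool C (0.0831) or red-eyed pool A (0.0847). The second had 19 to 136 counts, at 8.89 against 14.0 CPM (log2 fold change -0.67, standard error 0.394, adjusted p = 0.204 in edgeR). The third had 5 to 75 counts (adjusted p = 0.275 in edgeR), and the remaining 2 had 0 counts in the 15 libraries.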

The cul-3 gene (NV11526) was not expressed in the testis of *N. vitripennis*. Moreover, cul-3’s partner in the fruit fly, Roc1b (FBgn0040291) [32], did not have an ortholog in any of the hymenopterans studied. As a result, it might be helpful to look for partners of klhl10 in *N. vitripennis*, genes that would be highly expressed in the testis and upregulated during development, as the species could have partners that are different from those in the fruit fly.

In contrast, two other genes displayed downregulated expression during meiosis in *N. vitripennis*: those encoding the double-stranded RNA-binding domain protein Blanks (NV18413) and Alpha 2 importin (NV14612), which are both proteins involved in sperm individualization. 

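Transcripts of Blanks (NV18413) stood at 445 ± 34.2 CPM (SD, n = 3 pools) at the red-eyed stage and 782 ± 60.5 CPM at the white nymph stage, at percentile 95.3. They fell by 0.81 on the log2 scale (standard error 0.187, adjusted p = 0.00568 in edgeR). Those of Alpha 2 importin (NV14612), a carrier of nuclear import, stood at 256 ± 65.9 against 516 ± 51.1 CPM, at percentile 92.2, and fell by 1.01 (standard error 0.213, adjusted p = 0.00353 in edgeR). Both calls held when any 1 pool was left out.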

In the fruit fly, Blanks (FBgn0035608) is part of a nuclear siRNA/dsRNA-binding complex that plays a role in crucial RNA silencing-related pathways in the male germ line. It is only expressed in post-mitotic spermatocytes. Blanks expression continues as meiosis proceeds, and it ends with the onset of nuclear shaping. Loss of Blanks results in complete male sterility via a sperm individualization defect [34]. The alpha subunit of the importin belongs to a family of proteins that transports nuclear localization signal-bearing proteins inside the nucleus. Alpha 2 importin (FBgn0267727) is highly expressed and modulated during spermatogenesis. It is clearly involved in gametogenesis since induced mutations lead to fruit fly sterility—a large number of spermatids fail to individualize and remain syncytial [35].

Two of the nine genes were expressed in the testis, but their expression was not modulated during meiosis: the one encoding cyclin B (NV11968) was expressed at a very high level, and the one encoding Loquacious (NV14998) was expressed at a low level. 

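Transcripts of cyclin B (NV11968) had 609 to 3963 counts per library and stood at 758 ± 111 CPM (SD, n = 3 pools) at the red-eyed stage and 383 ± 122 CPM at the white nymph stage, at percentile 94.4. Their log2 fold change was 0.98 (standard error 0.244, adjusted p = 0.00849 in edgeR), a call that held when any 1 pool was left out. Against the white nymph pools at 10 h, a comparison over a shorter time, cyclin B did not pass (adjusted p = 0.654 in edgeR). For Loquacious (NV14998), 3 of 4 transcripts had 0 to 3 counts in each of the 6 libraries and at most 11 in any of the 15, and the fourth had 0.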

Cyclin B is a well-known protein that binds to Cdk1, thereby promoting Cdk1 protein kinase activity. Cyclin B (FBgn0000405) is important in cell cycle transitions. During meiotic prophase in the male fruit fly, a transcript of Cyclin B1 is expressed in spermatocytes; however, the protein only begins to accumulate in the cytoplasm of spermatocytes just before the G2/MI transition [36]. Fest (FBgn0034435) is required to repress the translation of cyclin B in immature spermatocytes. The relevant gene (NV12142) was also found to be expressed in the testis of *N. vitripennis*, and its expression was not modulated during meiosis. 

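Transcripts of fest (NV12142) stood at 1660 ± 448 CPM (SD, n = 3 pools) at the red-eyed stage and 2360 ± 514 CPM at the white nymph stage, at percentile 99.3 of the expressed transcripts. The difference did not pass the test (log2 fold change -0.51, standard error 0.281, adjusted p = 0.174 in edgeR).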

Loquacious is a double-stranded RNA binding protein that associates with Dicer and thus facilitates the latter’s function in small RNA biogenesis. In the fruit fly, Loquacious is intrinsically required for germ stem cell renewal during oogenesis [37], but it is unknown if and how the loqs gene is involved in spermatogenesis.

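Ntl (NV12838), a transporter, had 0 counts for its 2 transcripts in all 15 libraries, and tubulin tyrosine ligase like (NV13119) also had 0 for its 3. This 0 holds for the gene model NV13119 alone, since the locus listed in Table 1 for the primers of this gene carries NV18559 in the counts. Both genes have several transcripts, a class with low counts here. No transcript in the counts carries the number of boule (NV13063) or of Blanks (NV15099), so that neither was analysed here. This does not show a lack of expression, since 8370 transcripts carry no NV number.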

The last four genes—those encoding boule (NV13063), neurotransmitter transporter-like Ntl (NV12838), tubulin tyrosine ligase like (NV13119), and Blanks (NV15099)—were not expressed in the testis of *N. vitripennis* during meiosis. Like cyclin B, boule (bol) is a well-known protein; it plays a crucial role in the transition to meiosis and in spermatid differentiation [38]. The bol gene was the first gene regulating critical steps of reproduction that was shown to be functionally conserved between the fruit fly (FBgn0011206) and humans [20]. In hymenopterans, which display incomplete meiosis I, a bol ortholog had already been found in *Apis* and *Nasonia* [24]. Furthermore, the functional importance of this gene has been shown in *Athalia rosae* (an ancestral hymenopteran) [39], a species in which it is highly expressed. Neurotransmitter transporter-like Ntl (FBgn0267326) is an important glycine transporter with testis-specific expression. Induced mutations in the gene encoding this protein result in male sterility in the fruit fly: mutants produce sperm with significantly reduced levels of glycylated tubulin and display an altered ability to transfer spermatozoa into the seminal vesicle [40]. This version of Blanks in *N. vitripennis* (NV15099) is the second known ortholog of Blanks in the fruit fly (FBgn0035608). TTLL3Bs are glycyclases that initiate the ATP-dependent addition of glycines to the internal glutamates of the tubulin tails in axonemes. In the fruit fly, low levels of TTLL3B (FBgn0031853) induce sterility by reducing axoneme stability in the final stages of spermatogenesis [41].

It is important to note that, in the fruit fly, there is no recombination, formation of the synaptonemal complex, or formation of chiasmata during spermatogenesis [14], which contrasts with what occurs in other species. In metazoans in general, the stable pairing of the homologous chromosomes is mediated by the assembly of the synaptonemal complex. Even if its tripartite structure is well conserved in metazoans, the proteins that comprise the synaptonemal complex are strikingly varied [42], and the complex found in ecdysozoans is markedly different from the complex found in other metazoans [43]. Consequently, genes involved in male recombination could not be identified in our study. Furthermore, one study showed that genes shared solely by honey bees and vertebrates (i.e., absent from dipterans) had expression profiles that were biased in the brain and testis [44]. Thus, it might be interesting in the future to analyze whether some genes involved in spermatogenesis are specific to hymenopterans. At present, the databases for hymenopterans are not comprehensive enough to use an approach similar to ours that does not employ *Drosophila* as an intermediate taxon.

## Conclusion

Using evolutionary distant organism models to explore spermatogenesis at the molecular level can help reveal the general underpinnings of this crucial process and highlight its conserved facets [45]. For example, adding hymenopterans to the pool of traditional model species could clarify how pesticides mechanistically affect non-target organisms. Using various biological data sources and several in silico and experimental tools, we found out genes that may have a major role in male reproduction in hymenopterans by focussing at 317 genes in *N. vitripennis*. Further research is now needed to verify the functional importance of these genes. Indeed, across animal species, more genes are expressed in testicular tissue than in any other tissue [46, 47]. One hypothesis for this pattern is that novel genes are more likely to appear in the testis because of the transcriptionally permissive chromatin state of germ cells [48], resulting in the predominant expression of these “new” genes in the testis or the male reproductive system. Some could be temporarily expressed in the testis and then evolve to acquire novel functions. Others, by contrast, could have a functional impact on spermatogenesis and may evolve under positive selection [49].

## Methods

As a general rule, the term “co-ortholog” is used when a given phylogenetic lineage has a gene for which there are two or more orthologs in another lineage. This may be the case for the genes in the present study, but for the sake of simplicity, we call orthologs all genes which have an orthology relationship, even if they are co-orthologs. We developed two phylogenetic approaches (Fig. 2) to identify hymenopteran genes related to male reproduction. In approach 1, the starting point was the creation of a list of mouse genes with testis-specific expression. We then searched for the orthologs of these genes in the fruit fly (Ensembl), which were then used in turn to identify orthologs in the six hymenopteran species (Ensembl Metazoa) (Fig. 3). In the second approach, the starting point was the list previously established by our lab [22] of 379 fruit fly genes for which there are mutant phenotypes displaying impaired spermatogenesis. We then examined the expression patterns of the final set of genes in hymenopterans (Fig. 4 and Additional file 1: Table S10).

### Identification of genes expressed in the mouse testis

As described in other studies [50, 50–53], we carried out in silico screening of genes predominantly or exclusively expressed in the mouse testis. Predominant expression in the testis meant that expression was stronger in testicular tissue than in other tissues. To perform the screening, we used the expressed sequence tag (EST) profile posted on the NCBI UniGene website. The site was retired in July 2019, but the data are still available on the FTP site (https://ftp.ncbi.nlm.nih.gov/repository/UniGene/). These data have been successfully used by other researchers to characterize male germ cell genes [54].

### Retrieval of insect orthologs

To retrieve the fruit fly orthologs or the hymenopteran orthologs (i.e., in Apis mellifera, Atta cephalotes, Bombus terrestris, Bombus impatiens, Nasonia vitripennis, and Solenopsis invicta) of the genes identified above, we used the BioMart data mining tool (http://metazoa.ensembl.org/biomart/martview/5153be1344faca3740ea9c457fc90744), which is part of the Ensembl toolkit and the Ensembl Metazoa database (last query: Ensembl Metazoa release 44); the methodology is described elsewhere [22]. The Enrichr database for mouse genes and the FlyEnrichr database for fruit fly genes (https://amp.pharm.mssm.edu/FlyEnrichr/) were used to determine gene ontology (GO) enrichment compared with the whole genome in mice or flies respectively [55, 56]. Briefly, the list of gene symbols was pasted in the “Input data” and submitted to “GO Biological Process 2018” in the “Ontologies” section. P-values are calculated via the standard statistical methods employed by most enrichment analysis tools: the Fisher's exact test or the hypergeometric test. It is a binomial proportion test that assumes that a binomial distribution exists and that the probability of any gene belonging to any given set is independent. FlyEnrichR uses the Benjamini-Hochberg (BH) procedure to account for this issue.

### Expression profiles of fruit fly genes

Using modENCODE transcriptome data for the fruit fly [57] from the FlyBase database (https://flybase.org/ release 6.27) [58], we obtained information about the expression of orthologous genes across different fruit fly tissues, including the testis. We then placed the genes in one of four categories based on their tissue expression profiles. These categories conveyed the relative levels of testicular expression for each gene:

(1) the “exclusively expressed in the testis” group contained genes expressed in the testis (regardless of expression level) and in the accessory gland and/or the imaginal disc and/or one other tissue at a level lower than “moderately high”; (2) the “predominantly expressed in the testis” group contained genes expressed in the testis at a level higher than the levels seen in any other tissues; (3) the “ubiquitously expressed” group contained genes expressed in the testis and in other tissues; and (4) the “not expressed in the testis” group contained genes that were not expressed in the testis. For genes in groups (1) and (2), we also qualitatively classified the absolute level of expression as extremely high, very high, high, moderately high, moderate, low, and very low, based on the scale used in FlyBase (i.e., in the “modENCODE Tissue Expression Data” tab). Finally, we identified male reproduction-related mutant phenotypes in the fruit fly using FlyBase (i.e., the “Phenotype” tab).

### Quantification of candidate gene expression in *Nasonia vitripennis*

Using a commercial kit (Nucleopin RNA XS, Macherey–Nagel, Duren Germany), total RNA was extracted from pooled samples of individuals (n = 60). We used heads and legs, as well as testicular tissue taken from individuals at four developmental stages (white nymph stage, red-eyed white nymph stage, bicolor nymph stage, and black nymph stage); these stages corresponded to different phases of spermatogenesis (Fig. 1), given that the latter process is synchronized in *N. vitripennis* [23]. Reverse transcription was performed with 500 ng of total RNA, which was quantified using a Qubit® 3.0 fluorometer (Thermo Fisher Scientific, Waltham, MA). An oligodT primer (Promega, USA) was employed with Omniscript Reverse transcriptase (Qiagen, Germany) in accordance with the manufacturer’s instructions. Samples of cDNA were obtained and stored at − 20 °C. PCR was carried out using a QuantStudio 6 Real-Time PCR system (Applied Biosystems, Foster City, USA) and a total PCR volume of 12.5 µL, with 3.125 µM of primers (Eurofins MWG Operons, Ebersberg Germany; Table 1). The specificity of the amplified fragments was verified by sequencing (amplicon sequencing services provided by Eurofins Genomics, Ebersberg, Germany), by evaluating amplicon size (Table 1), and by confirming that the melting curve contained a single peak. We verified that, for each set of primers, estimated efficiency was between 90 and 110%. To normalize the results, we used the genes rpl6 and rpl7 as internal standards and carried out relative quantitation using the Comparative CT method (delta-deltaCt) (User Bulletin #2 ABI PRISM 7700 Sequence Detection System, Applied Biosystems, updated 10/2001).

**Table 1:** Primer pairs used to characterize mRNA expression in *Nasonia vitripennis*

Locus	Identification *Nasonia* base	Abbreviation	Name	Forward primer	Reverse primer	Amplicon length
XM_001603114.2	NV15130	Adlip	Axonemal dynein light intermediate polypeptide 1	AGCAGATTTCAAGTACACCAGC	ATTCCAGTTTCTCGGGCTTG	100
XM_001605631.4	NV11655	lebercilin	Lebercilin-like protein	AGTCAGCTTTAGAAGGCGACCA	GTTATTGAGGTCGGCCTGTTGA	204
XM_001601569.3	NV13124	TEK1	Tektin-1	CATTAGCGCACACTAGATTGGG	CACAAGTGAGTTCCAAACCTGG	154
XM_008207383.2	NV13119	TG3A	tubulin glycylase 3A-like	ATGGTCTTTCAGAGAGGCAC	ATTAAGTCGCTCGCAATCCC	154
NM_001172445.1	NV12109	GSTO2	Glutathione S-transferase O2	TTGTTCTGAGCAACCACCAC	AGCTGGAACCTTGCCTTCTG	187
NM_001159919	NV12167	Rpl6	Ribosomal protein L6	AAGAAGACACCCAAGAAGGAA	ACAATGGGATCTGAGGTAGGA	137
NM_001159854	NV17492	Rpl7a	Ribosomal protein L7a	AAGAAAGTCGAGCCCAAGAAG	GGCTGAATATCCTCGGCAAT	80

### Transcriptome analysis

#### Testis dissection and total RNA extraction

The transcriptome analysis was performed using the testes of *N. vitripennis* pupae at two developmental stages: the white nymph stage (during which the primary spermatocytes are the only germ cells present) and at the red-eyed white nymph stage (during which the secondary spermatocytes are the only germ cells present) [23]. To represent each stage, the testes of 50–60 males (i.e., 100–120 testes) were dissected in RNA-free water, immediately snap frozen in liquid nitrogen, and stored at -80 °C until RNA extraction could take place. Three pools per condition were used. RNA was extracted from the samples using a NucleoSpin® RNA XS Kit (Macherey–Nagel gmbH & Co. KG, Germany) and an adapted version of the manufacturer’s instructions. The RNA extractions were then eluted in 11 µl of RNAse-free water and stored at -80 °C until the transcriptome analysis took place. Total RNA concentration was quantified using a Qubit® 3.0 fluorometer (Thermo Fisher Scientific, Waltham, MA) and a NanoDrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). RNA integrity was verified using an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA).

Samples were sent to GenoScreen (Lille, France) for sequencing. Sample quality was verified beforehand using a Quant-iT™ RiboGreen® RNA Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA), a DNF-471 RNA Analysis Kit (15 nt, standard sensitivity; Advanced Analytical Technologies, Ankeny, USA), and a fragment analyzer.

To generate RNA-seq libraries, the Illumina TruSeq RNA Sample Preparation Kit (Illumina, San Diego, California) was used in accordance with the manufacturer’s instructions. Briefly, mRNA was purified from 200 ng of the total RNA from each sample, enriched using polyT marble, and fragmented. Then, mRNA was converted into double-stranded cDNA. Sequencing barcodes were ligated to the cDNA fragments, and the resulting fragments were amplified using PCR. Libraries were validated using the DNF-474 High-Sensitivity NGS Fragment Kit and a fragment analyzer to confirm that the libraries had the expected fragment size of ~ 350 bp. Finally, SYBR™ Green I dye was used to ensure adequate library concentrations.

Sequencing libraries were multiplexed such that each multiplex contained one library from each of the two developmental stages and were then sequenced using a HiSeq 2500 System (rapid run mode, 2 × 100 bp; Illumina, San Diego, California). For each sample, we obtained sequences ranging from 1,040 to 3,136 Mbp.

#### Mapping and counting reads

Reads were mapped to the annotated reference genome of *N. vitripennis* [59] (Nvit_2.1; obtained from [www.ncbi.nlm.nih.gov/] using Tophat2 [60], which is a short-read aligner that can identify and predict splice junctions between exons and that is available on the Galaxy platform (https://usegalaxy.org/). Alignment files were then processed by sorting the SAM files. Counts were carried out using the htseq-count script that is part of the HTSeq python module, which determines the total number of sequencing reads that are aligned with each putative gene model in the *N. vitripennis* reference genome (Additional file 1: Table S11). To determine which testis genes were differentially expressed across the different developmental stages, we used SARTools, a DESeq2 R pipeline available on the Galaxy platform [61]. We identified the genes that were differentially expressed between the two developmental stages using the fold-change values and the Benjamini–Hochberg method of post-hoc comparisons (adjusted p-value < 0.05).

## Supplementary Information

**Additional file 1: Table S1.** List of the **546** mouse genes expressed exclusively or predominantly in testes according to the Unigene “EST profile” database used for the approach 1, and their (co)-orthologs in Drosophila melanogaster retrieved with the Biomart tool. **Table S2.** Enriched « Biological Process» GO Terms for mouse genes expressed exclusively or predominantly in the testis (n = 447) (adjusted p-value < 0.05). **Table S3.** List of the **454** co-orthologs in Drosophila melanogaster, with their relative expression in testis (compared to other tissues), their absolute level of expression in testis and their phenotype when mutated according to Flybase database. Their orthologs in six hymenopterans (EnsemblMetazoa Biomart tool) are listed in columns I to N, with a summary in column O. **Table S4.** Enriched « Biological Process» GO Terms for Fruit fly orthologs of mouse genes expressed exclusively or predominantly in the testis (adjusted p-value < 0.05). **Table S5.** Enriched « Biological Process» GO Terms for the **25** Fruit fly orthologs with a abnormal reproductive phenotype after mutation (filter 1) (adjusted p-value < 0.05). **Table S6.** Enriched « Biological Process» GO Terms for the **108** Fruit fly orthologs with a related expression in testis predominat or specific (filter 2) (adjusted p-value < 0.05). **Table S7.** Enriched « Biological Process» GO Terms for the **71** Fruit fly orthologs with a specific or predominant relative expression in testis and an absolute level of expression in testis at least moderatly high (filters 2 + 3) (adjusted p-value < 0.05). **Table S8.** List of the **379** Fruit fly genes involved in male reproduction according to their mutant phenotype according to Flybase and and retrieved in our previous work (Fouchécourt et al., 2019), and their co-orthologs in the six hymenoptera according to the Biomart tool. **Table S9.** Enriched « Biological Process» GO Terms for Fruit fly genes involved in male reproduction according to their mutant phenotype according to Flybase. **Table S10.** List of genes potentially important for male reproduction in *Nasonia vitripennis* identified with both approaches, and their expression in the nymphal testis determined by a transcriptomic analysis between testes of white nymphae and white nymphae with red eyes. **Table S11.** Transcriptomic informations on data used for the analysis.

**Additional file 2: Figure S1.** Relative mRNA expression levels of the 5 candidate genes in the testis (developmental stages: white stage, white stage with red eyes, bicolor stage, and adult), legs, and head of *Nasonia vitripennis* (n = 60 individuals) as determined by qRT-PCR (reference = levels of testicular expression during the white nymph stage). These results are representative of the numerous other experiments carried out with these biological samples.

## Data Availability

All data generated and analyzed during this study are included in this published article as figures or in the supplemental files including figures and tables. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE160291 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE160291).

## Abbreviations

DNA: Deoxyribonucleic acid
EST: Expressed sequence tag
FTP: File transfer protocol
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
klhl10: Kelch-like family member 10
Mbp: Megabase pairs
MYA: Millions of years ago
miRNA: Micro ribonucleic acid
NCBI: National Center for Biotechnology Information
Ntl: Neurotransmitter transporter-like
oligodT: Oligodeoxythymidylic acid
PCR: Polymerase chain reaction
RNA: Ribonucleic acid
rpl6: Ribosomal protein L6

# Supplementary material for: A comparative genomic approach using mouse and fruit fly data to discover genes involved in testis function in hymenopterans with a focus on Nasonia vitripennis
**Source:** BMC Ecol Evol. 2021 May 19;21:90. doi: 10.1186/s12862-021-01825-6
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. Relative mRNA expression levels of the 5 candidate genes in the testis (developmental stages: white stage, white stage with red eyes, bicolor stage, and adult), legs, and head of Nasonia vitripennis (n = 60 individuals) as determined by qRT-PCR (reference = levels of testicular expression during the white nymph stage). These results are representative of the numerous other experiments carried out with these biological samples.

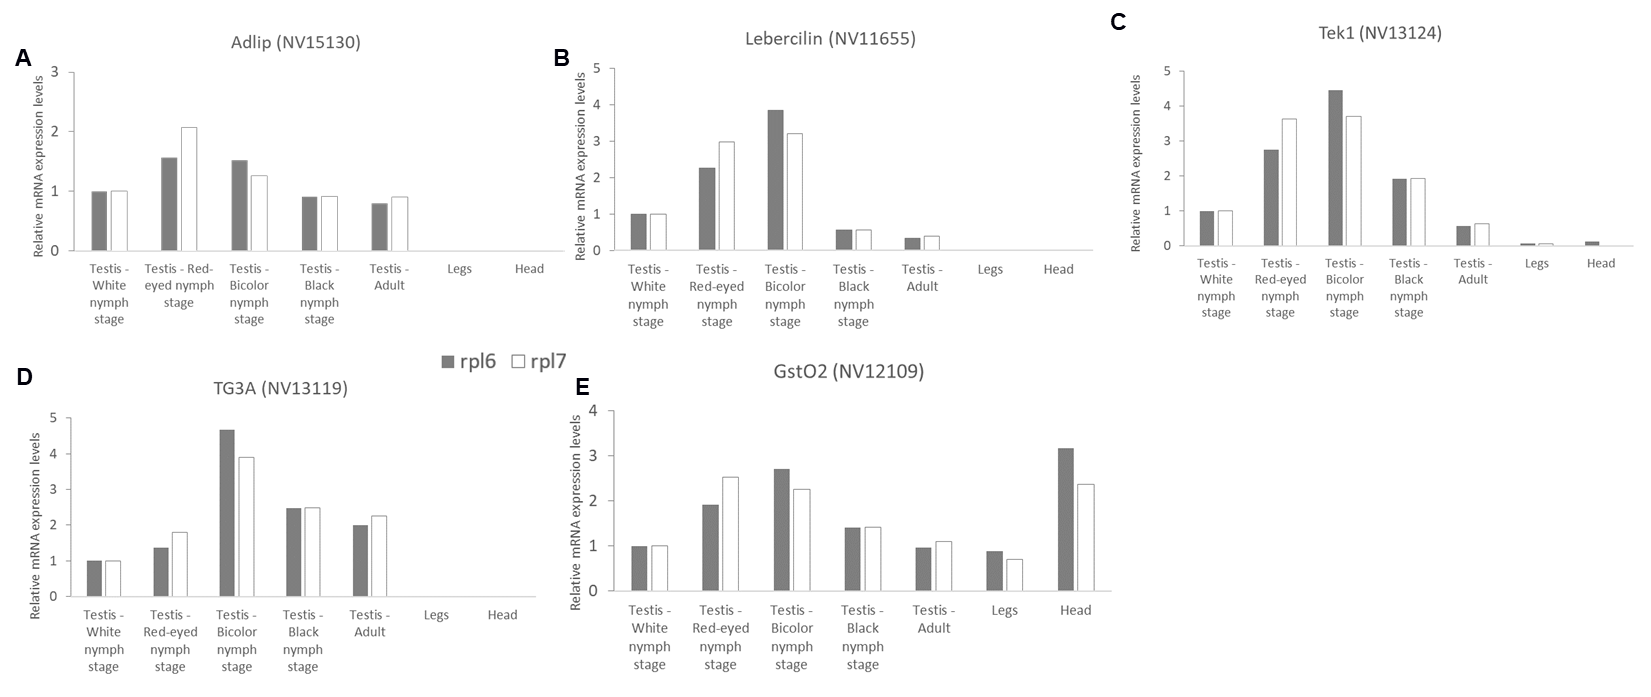

**Figure S1:** Relative mRNA expression levels of the 5 candidate genes in the testis (developmental stages: white stage, white stage with red eyes, bicolor stage, and adult), legs, and head of *Nasonia vitripennis* (n = 60 individuals) as determined by qRT-PCR (reference = levels of testicular expression during the white nymph stage). These results are representative of the numerous other experiments carried out with these biological samples

How the deposited data were processed for this re-analysis (not part of the article)

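Testes of N. vitripennis pupae were measured in 15 RNA libraries, 3 pools (A, B and C) in each of 5 groups: 0 h, 10 h and 24 h at 25 °C, and 10 h and 24 h at 36 °C. Pools at 0 h and 10 h carry the label of white nymphs, and those at 24 h that of red-eyed white nymphs, at both temperatures. The paper does not say which pools it used. The pools at 0 h were taken as the white nymph stage and those at 24 h at 25 °C as the red-eyed stage, with the pools at 10 h in place of those at 0 h as an alternative. In the authors' deposited table of 24 h against 0 h, all 9 genes the text names as upregulated were higher and all 15 it names as downregulated were lower, against 5 and 3 in their table of 24 h against 10 h. The labels give 60 testes per pool and a stranded kit, and the methods give 100 to 120 testes and name the TruSeq RNA kit without saying that it is stranded. Each pool counts as 1 replicate.

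The authors mapped reads to Nvit_2.1 with TopHat2 (2.1.0 by the submitters' notes) and counted reads per RefSeq transcript, with htseq-count by the methods and featureCounts 1.6.3 by the submitters' notes. The version of htseq-count is not given in the sources used here. The authors deposited 6 tables of comparisons, each with 26279 transcripts, raw counts per library, and fold changes, log2 fold changes and p-values from DESeq2. The deposited counts are not normalized, and 39 of 39 count columns that appear in more than 1 table were identical. The deposited fold (ratio) and log2 fold change columns are the authors' DESeq2 estimates, and the deposited p-value columns hold their raw and Benjamini-Hochberg adjusted p-values. Another 54 columns of normalized values per library were not used here. Of the 26279 transcripts, 8884 had no count in the 15 libraries and 8370 carried no NV number. Within each group, no pair of pools was alike enough to be one library deposited more than once, and pairs across groups were not compared in this way. Gene symbols and the order of neighbouring genes came from a RefSeq table of assembly Nvit_psr_1.1, in which 11605 gene IDs matched and 879 had a descriptive symbol, and no coordinates were taken from it.

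From the deposited counts, edgeR 4.0.16 (R 4.3.3) fitted a robust quasi-likelihood model with TMM factors after filterByExpr, and a transcript passed with a Benjamini-Hochberg adjusted p under 0.05. Every adjusted p of a single transcript is from this test unless another tool is named. The stage, 10 h and 10 h to 24 h comparisons each used the 6 libraries of their 2 groups, and the comparisons of 36 °C with 25 °C used 12 libraries in 1 fit, so that the difference between the heat effects at 24 h and at 10 h was tested too. Standard errors are the log2 fold change divided by the square root of the F statistic. A gene was called expressed with at least 10 counts in each of the 6 libraries of both stages. Gene lists of at least 5 tested transcripts went through camera (limma 3.58.1) with a preset correlation of 0.01, and again with an estimated correlation and with fry. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. On counts simulated from the real means, with 100 transcripts changed 2-fold and 100 changed 4-fold, the recovered shares of 2-fold and 4-fold changes were 41% and 91% for the stage comparison (7414 transcripts tested), and 42% and 84% for the 10 h comparison (7874). They were 43% and 88% for 10 h to 24 h (7342), 42% and 81% for heat at 10 h (8039), 41% and 82% for heat at 24 h (8058), and 6% and 61% for the difference between the heat effects (8058). In the stage comparison 138 simulated transcripts passed, against 2881 real ones. The adjustment was therefore stricter in that simulation, and its shares are no measure of power on the real counts.

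The comparisons, tests and alternatives, the rule for named genes, the paper's own gene groups and the 4 lists of Table S3 (all orthologs, filter 1, filter 2, filters 2 and 3) were fixed before the data were examined, apart from the alternatives named as added. The named genes are those the paper names with an NV number in its text on expression or its lists of meiosis genes. Further named genes are, for each comparison, the 10 largest rises and 10 largest falls on the log2 scale among transcripts that passed, with a mean of at least 10 CPM in the higher group and no overlap between pools, and the 4 members of each list with the lowest p. Lists by gene description had been planned, but the table of names holds no descriptions, so that lists were made from symbols after the symbols were read and before any test was run. These are cuticle proteins, odorant and gustatory receptors, serine proteases, cytochrome P450, glutathione S-transferases, hexamerins, oxidative phosphorylation, recombination and repair, cell cycle, and nicotinic receptors and ion channels. Cuticle proteins and hexamerins serve as markers of epidermis and fat body, and markers of muscle, nerve, gut and cyst cells were not analysed here.

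Pools of different groups share the letters A, B and C, and the labels give no further link. The methods state that each sequencing multiplex held 1 library of each of the 2 stages, without saying which, so that the letters were not taken as multiplexes. Pools with the same letter deviated together, with correlations of 0.42, 0.26 and 0.13 for A, B and C in the 10 h comparison and of 0.34, 0.52 and 0.21 for heat at 10 h, so that a fit with the replicate block is given for these comparisons. Whether these correlations reflect a true pairing was not tested. The alternatives were DESeq2's size factors, DESeq2 1.42.0, no filter, all 15 libraries in 1 fit, the replicate block, leaving out each pool, a minimum log2 fold change of 1, other minimum counts for expression, and, for the stage comparison, the authors' deposited p-values. Alternatives added after seeing the data were counts summed per gene, heat fits on 6 libraries, the list tests without each pool (also with an estimated correlation), heat at 24 h without pool B at 10 h and 36 °C, and correlations without that pool or pool A at 24 h and 25 °C. Total counts of 1749769 to 7154421 per library set the precision, and a floor of 3 counts is used for a total of 0. Genes with several transcripts have low counts here, and a low count of such a gene was not read as low expression. Tables S6 to S11, among them the list of 317 genes, were not used here. Some genes are not reported here.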

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

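Counts without each pool of the groups compared were planned. Tests on pool B at 10 h and 36 °C, the heat at 24 h counts without it, fits on 6 libraries, list tests and correlations without single pools, and the look at the neighbours of NV13800 were chosen only after the result was seen. The paper's text compares 2 stages and names no hour or temperature, and the results here come from the pools at 10 h and at 36 °C.

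Within the white nymph stage, 308 transcripts differed between 10 h and 0 h at 25 °C in edgeR (279 higher and 29 lower of 8206). With the replicate block 1717 passed, and the share of higher calls was 57.5% against 90.6%. Whether the letters pair these pools is not known. Same-lettered pools correlated at 0.42, 0.26 and 0.13 here, but at -0.38, 0.01 and -0.2 with heat at 24 h. The pools did not overlap for 25.9% of transcripts (10% by chance). The count was 0 without pool C at 0 h (1026 at an unadjusted p under 0.05) or pool B at 10 h (1119), 1051 without pool B at 0 h, 158 without pool A and 173 without pool C at 10 h, and 649 with DESeq2. NV17514 rose from 19.4 to 146 CPM (adjusted p = 0.0391), and NV12997, lower at the red-eyed stage too, fell from 176 to 64.4 CPM (adjusted p = 0.0353). The 10 splits of these libraries are too few for a share under 0.05 (1 gave a count as large, and the highest other split gave 0, also among those that part all 3 letters).

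Between 10 h and 24 h at 25 °C, 340 transcripts passed (244 higher and 96 lower of 7573, with 71.8% higher against 61.2% with no filter), and the pools did not overlap for 30% (10% by chance). NV15411 rose from 5.33 to 33.3 CPM (adjusted p = 0.0345) and NV11188 fell from 202 to 73.4 CPM (adjusted p = 0.0368). The count was 0 without pool A (1394 at an unadjusted p under 0.05) or C (1322) at 10 h, 10 without pool A and 32 without pool B at 24 h, 780 without pool B at 10 h, 526 without pool C at 24 h, and 696 with DESeq2. With 10 splits too few for a share under 0.05, 1 gave a count as large and the highest other gave 0.

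At 36 °C, 302 transcripts differed from 25 °C at 10 h (187 higher and 115 lower) and 1192 at 24 h (699 higher and 493 lower of 8351), and the pools did not overlap for 18.3% and 44.2% of transcripts (10% by chance). The balance of directions rests on single pools: without pool B at 10 h and 36 °C there were 1037 higher and 1253 lower at 10 h and 1110 and 1135 at 24 h, and the higher share went from 61.9% to 72.5% at 10 h without pool A at 36 °C and from 58.6% to 70.5% at 24 h without pool A at 25 °C. Transcripts of NV13800 rose from 182 ± 34.6 to 3970 ± 1190 CPM (SD, n = 3 pools) at 10 h, a log2 fold change of 4.45 (standard error 0.316, adjusted p = 3.12e-06), and from 158 ± 15.4 to 3600 ± 467 CPM at 24 h, a log2 fold change of 4.51 (standard error 0.318, adjusted p = 2.75e-06). Of the 5 neighbours of NV13800 tested among 5 genes on each side in the gene order of Nvit_psr_1.1, 4 were higher at both times: NV13797 (log2 fold changes 2.85 and 2.88 in 1 of 3 transcripts), NV13798 (3.45 and 2.34), NV13801 (3.24 and 3.23) and NV13802 (4.37 and 3.91). The other transcripts of NV13797 had log2 fold changes of -0.21 and -0.36 at 10 h and 0.07 and 0.21 at 24 h (adjusted p = 0.495 to 0.901). NV13799, which lies between these genes, stood at 5560 against 4450 CPM at 10 h (adjusted p = 0.566) and 4840 against 4070 CPM at 24 h (adjusted p = 0.573). Reads shared between near-identical copies of these genes were not tested for. NV13994 rose from 84.9 to 1690 CPM at 10 h (adjusted p = 3e-07) and from 55.8 to 1140 CPM at 24 h (adjusted p = 2.98e-07). Higher at both times were 143 transcripts and lower at both 74, where independent lists would share 15.7 and 6.79, and the comparisons have no library in common apart from their joint estimate of the spread. Without pool B at 10 h and 36 °C these were 480 and 559, where independent lists would share 136 and 168, with 13 in opposite directions. The difference between the heat effects at the 2 times passed for 0 transcripts in edgeR (654 at an unadjusted p under 0.05, lowest adjusted p = 0.249), 9 with DESeq2 and 124 without pool B at 10 h and 36 °C, and regroupings decide nothing for a count of 0, since 100 of the 100 drawn from 200 reach it by construction (highest 1838).

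The count for heat at 10 h was 2290 without pool B at 36 °C, 109 without A and 149 without C, and 140, 146 and 127 without pools A, B and C at 25 °C. It was 317 with the replicate block over 12 libraries and 195 with that block over 6 libraries, and 456 with DESeq2. Of 10 splits, too few for a share under 0.05, 2 gave a count as large: the highest other, 655, set pools A and C at 36 °C and A at 25 °C against the rest, which points to a structure of the samples, and this split parts 1 letter, while the other splits that part all 3 letters gave 0. The count for heat at 24 h was 435 without pool A, 715 without B and 770 without C at 36 °C, 586 and 720 without pools A and B at 25 °C, 2245 without pool B at 10 h and 36 °C and 2159 with 6 libraries, and of 10 splits, too few again, 1 gave a count as large (highest other 0).

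Pool B at 10 h and 36 °C stands apart from pools A and C of its group, at 32.1 on the first principal component against -42.2 and -56.1. A difference in library size is argued against, since pools A and C, the deep and the shallow one, correlated at 0.982 in log2 CPM and pools A and B, both deep, at 0.933. Being further along in development stays open: the difference of B from A and C correlated at 0.813 across transcripts with the change from 0 h to 24 h at 25 °C (81.3% of the same sign), but this restates the place of B on a component that parts those stages and decides nothing. A wrong label stays open: 0 of the heated 24 h pools lay nearer to pools A and C than to their own group, which excludes an exchange with that group but not a single wrong label, and B correlated at 0.918 with A and C and at 0.974 with the heated 24 h pools.

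The change with heat at 24 h ran against the change from 0 h to 10 h at 25 °C across 7330 transcripts (Pearson r = -0.26, Spearman rho = -0.24), and that at 10 h against the change from 0 h to 24 h (r = -0.389, rho = -0.386), with no library shared within either pair. Of 10 regroupings of the heat libraries, too few for a share under 0.05, 5 gave a correlation as far from 0 in the first case (highest other 0.345) and 6 in the second (0.806). The first was -0.11 without pool A of each group and -0.185 without pool A at 24 h and 25 °C (spread between pools 0.071), and the second ran from -0.171 without pool C of each group to -0.628 without pool B at 10 h and 36 °C, with a spread between pools of 0.398 that exceeds the value itself. Cells of other tissues in the pools stay open for heat at 24 h: cuticle proteins had a median log2 fold change of -0.85 (camera adjusted p = 0.512), 0.08 without pool A at 24 h and 25 °C (0.989) and -1.26 without pool B there (0.0276, but 0.82 with an estimated correlation). Hexamerin transcripts, too few for a list test, summed to 22.3 to 29.6 CPM in the heated pools and 66.3 to 68.1 CPM at 25 °C. The miss in camera, written in advance as speaking against this explanation, excludes nothing, since at the preset correlation 1 pool decides it. A slower development at 36 °C, which the design names, is a hypothesis that no test here tells apart from this explanation.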

How the results depend on the processing

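Counts summed per gene, list tests without each pool, fits on 6 libraries, heat at 24 h without pool B at 10 h and 36 °C, and correlations without single pools were added after the data were seen. Of the alternatives for counts and correlations, 102 stayed within 1.5 times or 1 SD and 61 did not. For named genes, 2086 alternatives left the call as it was (passing or not), 318 lost it and 38 gained it. None that passed in either setting changed sign, and the sign of those that passed in neither was not checked. The pools at 10 h in place of 0 h were left out of these counts for named genes. The causes were not tested, except that fewer pools, a stricter limit or a wider model change what can pass. The stage comparison (2881) gave 1734 with a minimum log2 fold change of 1, and 2077 to 3423 without single pools. With the pools at 10 h in place of 0 h it gave 340, which is a comparison over a shorter time and not another processing of the same pools. The 10 h comparison (308) gave 649 with DESeq2, 760 with no filter (80.5% higher), 0 in all 15 libraries (1589 at an unadjusted p under 0.05), 1717 with the replicate block, 192 with the minimum fold change, and 0 to 1051 without single pools (1026 and 1119 at an unadjusted p under 0.05 in the 2 cases with 0). The 10 h to 24 h comparison (340) gave 696 with DESeq2, 993 with no filter, 0 in all 15 libraries (1607 at an unadjusted p under 0.05), 125 with the minimum fold change, and 0 to 780 without single pools. Heat at 10 h (302) gave 456 with DESeq2, 195 with the replicate block over 6 libraries, and 109 to 2290 without single pools. Heat at 24 h (1192) gave 2159 with 6 libraries, 643 with the minimum fold change, and 435 to 2245 without single pools. The heat by time interaction (0) gave 9 with DESeq2, 1 with no filter, and 0 to 124 without single pools. Table S3 orthologs expressed (78) were 119 with a minimum of 1 count and 40 with 100, and those modulated (35) were 5 with the pools at 10 h in place of 0 h and 23 (without red-eyed pool B) to 42 (without white nymph pool B) without single pools. Of the gene lists, 3 passed camera in the stage comparison, 0 with an estimated correlation and 2 to 3 without single pools. In the 10 h comparison 3 lists passed, 0 with an estimated correlation, 0 with fry, 1 with the replicate block, and 1 (without pool B at 0 h, or A or C at 10 h) to 4 without single pools. At 10 h to 24 h 3 passed, 0 with an estimated correlation and 0 with fry. With heat 0 passed camera (2 at an unadjusted p under 0.05 at 10 h and 1 at 24 h), but 0 to 2 at 10 h (1 without pool A at 25 °C, 2 without pool B at 36 °C) and 0 to 1 at 24 h (1 without pool B at 25 °C) without single pools. Of these, sperm motility without pool B at 10 h and 36 °C (camera adjusted p = 2.01e-05) had 0.538 with an estimated correlation. Cuticle proteins without pool B at 24 h and 25 °C (0.0276) had 0.82 with it. The correlation of heat at 24 h with the change from 0 h to 10 h (-0.26) was -0.349 to -0.11 without single letters and -0.185 without pool A at 24 h and 25 °C, and that of heat at 10 h with the change from 0 h to 24 h was -0.628 to -0.171. Same-lettered pools did not all correlate above 0.1 at 0 h and 24 h (0.29, 0.10 and 0.03), at 10 h and 24 h (0.05, -0.17 and 0.15) or with heat at 24 h (-0.38, 0.01 and -0.20). This does not show that these pools were unpaired, which was not tested. The replicate block gave 3481, 730 and 1185 there, against 2881, 340 and 1192 without it. The move from 340 to 730 was over 1.5 times. Apart from this and the counts given with it above, the replicate block moved none by over 1.5 times. In splits of the stage libraries into 2 groups of 3, 10 in all and too few for a share under 0.05, 1 gave a count as large as 2881 (highest other 0), 1 as many modulated orthologs as 35 (highest other 0) and 5 as many lists as 3 (highest other 3). For lists, 4 did so in the 10 h comparison (highest other 5), 2 at 10 h to 24 h (3), and 10 with heat at each time, where a count of 0 is reached by construction (3 and 4).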

Differences from the paper's values

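The paper's values recomputed here were counts of genes in its own Table S3 and the 3 libraries per condition. None differed by over 1.5 times, where the paper's 42 candidate genes of approach 1 stand beside 34 in the part of Table S3 used here. The paper's counts of expressed, highly expressed and modulated genes were not recomputed, so that this says nothing about them. The remaining differences concern genes and directions, and the paper's text gives no threshold for expression.

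The text places the changes of the modulated genes in the first stage, and here all 9 upregulated genes it names were higher at the red-eyed stage. Of the 15 genes it names as downregulated, all have negative log2 fold changes where tested, 9 of 14 passed, and garnet, ruby, deep orange, asp and Hsp83 did not, while Nup154 was not tested. Among the alternatives set before the data were examined, garnet passed with the replicate block and with the authors' p-values, asp with DESeq2, no filter, all 15 libraries, the replicate block and the authors' p-values, and Hsp83 with DESeq2 and the authors' p-values. Deep orange passed with all 15 libraries, the replicate block and the authors' p-values, ruby with the authors' p-values, and Nup154 with no filter, with all 15 libraries, without white nymph pool A (adjusted p = 0.00661 in edgeR) and without red-eyed pool B (0.0306). In all, 11 of 15 passed with DESeq2, 12 with the replicate block and 6 to 8 without single pools.

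The paper counts cyclin B as not modulated, and here its log2 fold change of 0.98 passed, as it did in 12 of 13 alternatives (adjusted p = 4.58e-05 to 0.654 in edgeR, DESeq2 or the authors' table), but not with the pools at 10 h in place of 0 h. In the authors' deposited table of 24 h against 0 h its log2 fold change is 0.93 (adjusted p = 9.36e-05). The paper counts cul-3 as not expressed, and here 1 of its 5 transcripts had at least 97 counts in each library and passed in 10 of 13 alternatives (adjusted p = 0.006 to 0.332), with a log2 fold change of 0.64 (adjusted p = 0.0171) in the authors' deposited table. It counts Cyt-c-d as not expressed, and by the minimum of 10 counts in each library it was not expressed here either. Still, 1 of its 2 transcripts had at least 5 counts in each library and passed in 11 of 13 alternatives (adjusted p = 0.000744 to 0.131), with 1.29 (adjusted p = 0.00446) in the authors' deposited table. Its call was lost without red-eyed pool A. The 13 alternatives include the pools at 10 h in place of 0 h, a comparison over a shorter time. It counts nudE and Loquacious as expressed, and here they had at most 1 and 3 counts in any of the 6 libraries, both with several transcripts. It finds no change for fest, and here fest did not pass either, except with the replicate block (adjusted p = 0.0407, and no other of 13 alternatives). By qRT-PCR (Figure S1) the paper detects Adlip in the testis, and here its 3 transcripts had 0 counts in all 15 libraries. That figure covers white and red-eyed stages, with the white nymph testis as its reference, and also bicolor and adult stages, not sampled here.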

Other observations

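The tests of genes with several transcripts were set down before their results were seen. At the red-eyed stage, odorant and gustatory receptors had 6 of 22 transcripts higher and 1 lower than at the white nymph stage (camera adjusted p = 0.083), among them Or266 (97.8 ± 21.5 against 24.5 ± 3.95 CPM, SD, n = 3 pools, log2 fold change 1.99, adjusted p = 0.000168 in edgeR) and Gr45 (41.9 against 11.4 CPM, adjusted p = 0.00271). Glutathione S-transferases went both ways, with 3 higher and 3 lower of 18 (camera adjusted p = 0.988): GstD1 rose from 90.2 ± 26.7 to 249 ± 88.8 CPM (log2 fold change 1.47, adjusted p = 0.00195 in edgeR) and GstS3 fell from 652 ± 111 to 279 ± 11.5 CPM (-1.22, adjusted p = 0.00069). Recombination and repair had 4 higher and 5 lower of 20 (camera adjusted p = 0.988): Smc6 fell from 1100 ± 141 to 487 ± 151 CPM (log2 fold change -1.17, adjusted p = 0.00466 in edgeR), and Mus201 rose from 109 to 188 CPM (adjusted p = 0.00372). Of 69 transcripts of oxidative phosphorylation, 9 were higher and 3 lower (camera adjusted p = 0.988), with Cox7a1 (2 transcripts) at 65.3 against 19.4 CPM (adjusted p = 0.000563 in edgeR). The cell cycle list had 3 higher and 2 lower of 10 (camera adjusted p = 0.988), with cycD at 0.733 against 5.58 CPM (adjusted p = 0.00304 in edgeR) and fzy (3 transcripts) at 21.7 against 8.93 CPM (adjusted p = 0.00557). Cytochrome P450 had 1 higher and 1 lower of 10 (camera adjusted p = 0.988), serine proteases 1 lower of 6 (0.647), and nicotinic receptors and ion channels 1 higher and 1 lower of 8 (0.988). Table S3 orthologs had a camera adjusted p of 0.988, as had those of filter 1, those of filter 2 and the known meiosis genes, while those of filters 2 and 3 had 0.917 and the further meiosis genes 0.647. The list of filters 2 and 3 held 34 orthologs here, where the paper counts 42. For filters 1 and 2 the median log2 fold change was positive (0.11 and 0.05) and the test's direction was down, and for known meiosis genes the mean was negative (-0.07), the median positive (0.47) and the test's direction up. Of the 2 hexamerin genes tested, too few for a list test, 1 was higher, and their transcripts summed to 37.1 to 65.8 CPM at the white nymph and 66.3 to 68.1 CPM at the red-eyed stage.

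With heat at 24 h, GstD5 rose from 27.4 to 86.2 CPM (log2 fold change 1.65, adjusted p = 0.000222 in edgeR) and GstO2 (4 transcripts) from 3.81 to 15.2 CPM (2.00, adjusted p = 0.00274), and glutathione S-transferases had 2 genes higher and 3 lower of 15. Sdha rose from 321 to 504 CPM and Uqcrfs1 fell from 411 to 254 CPM (adjusted p = 0.0137 and 0.0133 in edgeR), of 62 genes of oxidative phosphorylation with 1 higher and 4 lower. Odorant and gustatory receptors had 4 higher and 4 lower of 31, and cuticle proteins 3 lower of 22. Hsp83 had a log2 fold change of -0.69 (adjusted p = 0.0896).

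Of the genes measured by qRT-PCR in the paper, tektin-1 (1 of 2 transcripts) rose from 16.2 to 44.4 CPM at the red-eyed stage (log2 fold change 1.43, adjusted p = 0.0125 in edgeR, and 0.0622 without red-eyed pool B), and lebercilin (2 transcripts) stood at 27.2 against 18.5 CPM (0.52, adjusted p = 0.289, and 0.0145 without white nymph pool B). GstO2 had a log2 fold change of 0.29 (adjusted p = 0.673 in edgeR) in 1 of its 4 transcripts, which is not the one that Table 1 lists for the primers. Within the white nymph stage, from 0 h to 10 h, the 5 sperm motility genes passed camera as a group (adjusted p = 0.00136, 1.89e-07 with the replicate block and adjusted p = 0.548 with an estimated correlation), and singly they had adjusted p of 0.0747 to 0.192 in edgeR, with all 5 higher when adjusted over the list alone, a list the paper chose on part of these libraries. Oogenesis genes and odorant and gustatory receptors also passed camera there (adjusted p = 0.0465 each), but not with the replicate block (0.0976 and 0.197) or with an estimated correlation (adjusted p = 0.548 each). From 10 h to 24 h, sperm motility, oogenesis and cuticle proteins passed camera (adjusted p = 0.00271 each, and adjusted p = 0.669 each with an estimated correlation). With heat at 10 h, oxidative phosphorylation had the lowest camera adjusted p, 0.0661, and the 5 sperm motility genes had a median log2 fold change of -0.43 (adjusted p = 0.188). Without pool B at 10 h and 36 °C, a setting chosen after the data were seen, the sperm motility genes passed camera as lower with heat at the preset correlation (adjusted p = 2.01e-05) but not with an estimated correlation (adjusted p = 0.538). In that setting cuticle proteins had 5 lower and 0 higher of 25 transcripts, with a median log2 fold change of -1.01 (camera adjusted p = 0.23).

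Genes with several transcripts had low counts, with a median total of 137 over the 15 libraries (4721 genes) against 537 for genes with 1 transcript (9278 genes). Reads shared between the transcripts of a gene and left uncounted are a candidate explanation: genes with 1 transcript here and several in the newer annotation had a median total 1.61 times (95% interval 1.32 to 1.92) that of genes with 1 in both, whereas genes with several here had 0.128 times (0.11 to 0.148). Lower expression of such genes in the testis was predicted to leave similar medians among genes of oxidative phosphorylation. There the ratio of genes with several transcripts to genes with 1 was 0.0832, with an interval of 0.0445 to 0.171 (22 and 43 genes, medians 1180 and 14200). The ratio and its interval thus lay below the similar medians predicted. Lower expression of these 22 genes would give the same ratio. The test therefore rests on both groups being expressed alike, and it decides nothing. The interval also crosses the bound of 0.1 set in advance. For nudE, Loquacious, NV13119, Adlip, Ntl and NV15436, all with several transcripts, a level cannot be read from these counts.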
